# Ca^2+^ channels couple spiking to mitochondrial metabolism in substantia nigra dopaminergic neurons

**DOI:** 10.1126/sciadv.abp8701

**Published:** 2022-09-30

**Authors:** Enrico Zampese, David L. Wokosin, Patricia Gonzalez-Rodriguez, Jaime N. Guzman, Tatiana Tkatch, Jyothisri Kondapalli, William C. Surmeier, Karis B. D’Alessandro, Diego De Stefani, Rosario Rizzuto, Masamitsu Iino, Jeffery D. Molkentin, Navdeep S. Chandel, Paul T. Schumacker, D. James Surmeier

## Abstract

How do neurons match generation of adenosine triphosphate by mitochondria to the bioenergetic demands of regenerative activity? Although the subject of speculation, this coupling is still poorly understood, particularly in neurons that are tonically active. To help fill this gap, pacemaking substantia nigra dopaminergic neurons were studied using a combination of optical, electrophysiological, and molecular approaches. In these neurons, spike-activated calcium (Ca^2+^) entry through Ca_v_1 channels triggered Ca^2+^ release from the endoplasmic reticulum, which stimulated mitochondrial oxidative phosphorylation through two complementary Ca^2+^-dependent mechanisms: one mediated by the mitochondrial uniporter and another by the malate-aspartate shuttle. Disrupting either mechanism impaired the ability of dopaminergic neurons to sustain spike activity. While this feedforward control helps dopaminergic neurons meet the bioenergetic demands associated with sustained spiking, it is also responsible for their elevated oxidant stress and possibly to their decline with aging and disease.

## INTRODUCTION

The brain is a bioenergetically demanding organ, accounting for roughly a fifth of the body’s total energy consumption (*1*). Much of this demand is attributable to regenerative “spike” activity in neurons that relies upon steep ionic gradients for Na^+^, K^+^, and Ca^2+^ across the plasma membrane that are maintained by adenosine triphosphate (ATP)–dependent pumps and transporters (*1*). Neurons also need ATP to drive a variety of spike-related processes, such as transmitter synthesis, storage, and release (*2*).

How neurons match the bioenergetic demands associated with spiking to the generation of ATP is poorly understood. In a behaving organism, neurons must be able not only to rapidly generate spikes in response to unpredictable synaptic inputs but also to sustain activity. If ATP production fails to keep pace with demand, spike generation becomes erratic or fails (*3*, *4*), compromising circuit function. In the course of evolution, the ionic mechanisms governing spiking appear to have been optimized to minimize bioenergetic cost within the constraints posed by the computational task a particular neuron needs to perform (*5*–*7*). Conversely, it is also likely that the mechanisms regulating ATP production have evolved to maximize the ability of neurons to fulfill their computational and circuit functions.

ATP generation in brain neurons relies upon a combination of glycolysis and mitochondrial oxidative phosphorylation (OXPHOS). It is generally thought that these linked bioenergetic cascades are governed by feedback mechanisms in which ATP is the controlled variable (*3*). Although glycolysis is capable of rapidly responding to ATP demand, it has a limited capacity (*2*, *8*, *9*). In contrast, mitochondrial OXPHOS has a greater ATP generation capacity but is slower to respond to alterations in cytosolic ATP levels (*10*, *11*). To minimize the potential ATP shortfall created by this lag, neurons have been hypothesized to engage an “anticipatory” feedforward control of mitochondrial OXPHOS where spike-triggered Ca^2+^ influx enters mitochondria to stimulate the generation of reducing equivalents for the electron transport chain (ETC) (*10*, *12*–*14*). However, the extent to which this type of mitochondrial control contributes to maintenance of cytosolic ATP levels during spiking, particularly sustained spiking, is uncertain, as are the molecular mechanisms that might mediate it.

To help fill this gap, a combination of electrophysiological, pharmacological, and imaging approaches was used to interrogate mouse substantia nigra pars compacta (SNc) dopaminergic neurons—neurons that manifest features consistent with feedforward mitochondrial control, such as spiking-associated cytosolic Ca^2+^ transients and mitochondrial oxidant stress (*15*). Genetically encoded, mitochondrially targeted, optical Ca^2+^ sensors, mice lacking the mitochondrial Ca^2+^ uniporter (MCU), and cytosolic sensors for the ratio of ATP to adenosine diphosphate (ADP) helped dissect mechanistic linkages (*16*–*18*). These studies suggest that spike-related opening of plasma membrane Ca_v_1 Ca^2+^ channels triggers Ca^2+^ release from the endoplasmic reticulum (ER) and feedforward stimulation of mitochondrial OXPHOS through two complementary pathways, which enable these neurons to sustain spiking for extended periods. Our findings also provide a context for understanding the selective vulnerability of these neurons to aging and neurodegenerative diseases with mitochondrial determinants, like Parkinson’s disease (PD).

## RESULTS

### Ca_v_1 Ca^2+^ channels regulate ryanodine receptor–dependent ER Ca^2+^ release

Cytosolic Ca^2+^ oscillations in SNc dopaminergic neurons are dependent on opening of plasma membrane Ca_v_1 Ca^2+^ channels (*19*). In other cell types, Ca_v_1 channels are physically close or coupled to ryanodine receptors (RYRs) positioned in the ER (*20*–*22*). Because RYRs are allosterically modulated by cytosolic Ca^2+^ (*23*), this coupling allows Ca^2+^ entry through Ca_v_1 channels to trigger Ca^2+^-induced Ca^2+^ release (CICR) from the ER, which propagates away from the surface to intracellular locations (*24*). To determine whether a similar mechanism was engaged by Ca_v_1 channels during pacemaking, SNc neurons were patched in ex vivo brain slices and filled with the Ca^2+^ indicator Fura-2 (Fig. 1A); dendritic fluctuations in Fura-2 fluorescence were measured using two-photon laser scanning microscopy (2PLSM) and aligned with changes in transmembrane voltage during pacemaking (Fig. 1B) (*25*). To determine whether RYR-dependent CICR contributed to the cytosolic Ca^2+^ oscillation, RYRs were inhibited by bath application of 1,1′-diheptyl-4,4′-bipyridinium dibromide (DHBP; 100 μM) (*26*). Inhibiting RYRs significantly reduced the amplitude of cytosolic Ca^2+^ transients time-locked to pacemaking (Fig. 1, B to D).

**Fig. 1.**
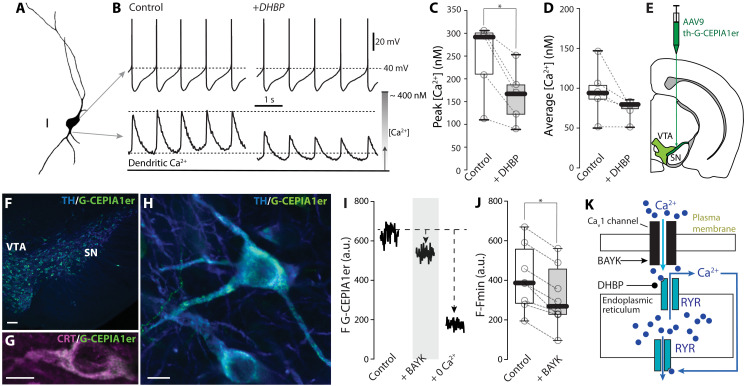
Ca^2+^ entry through Ca_v_1 Ca^2+^ channels triggered ER Ca^2+^ release. (**A**) Representative reconstruction of a Fura-2–filled SNc dopaminergic neuron (scale bar, 20 μm). (**B**) Representative whole-cell current clamp recordings (top) and 2PLSM traces of cytosolic Ca^2+^ oscillations (bottom) in SNc neurons loaded with Fura-2, before and after application of RYR antagonist DHBP. (**C** and **D**) Box plots summarizing the average amplitude of cytosolic Ca^2+^ oscillations and average Ca^2+^ concentration in dopaminergic neurons in control conditions and after DHBP bath application; DHBP significantly decreased the amplitude of cytosolic Ca^2+^ oscillations (*n* = 5, *N* = 5; *P* = 0.0312, one-tailed Wilcoxon matched-pairs signed rank test). (**E**) Cartoon representing the AAV delivery strategy to induce expression of G-CEPIA1er in midbrain dopaminergic neurons; modified from the Allen Mouse Brain Atlas, online version 1, 2008 (https://atlas.brain-map.org/). (**F** to **H**) Immunofluorescence images showing the expression of G-CEPIA1er in dopaminergic neurons stained for TH and the colocalization of G-CEPIA1er with the ER marker calreticulin (CRT); scale bars, 100 μm (F) and 10 μm (G and H). (**I**) Representative 2PLSM imaging time series showing the effect of application of Ca_v_1 Ca^2+^ channel (Ca_v_1)–positive allosteric modulator Bay K8644 (BAYK) on dendritic ER Ca^2+^ in SNc dopaminergic neurons expressing G-CEPIA1er. (**J**) Quantification of the effect of BAYK on dendritic ER Ca^2+^ measured with G-CEPIA1er (*n* = 8, *N* = 7; *P* = 0.0039, one-tailed Wilcoxon matched-pairs signed rank test). (**K**) Cartoon illustrating the effect of Ca^2+^ entry through Ca_v_1 channels on RYR Ca^2+^ release and the targets of BAYK and DHBP. Box plots indicate first and third quartiles, thick center lines represent medians, and whiskers indicate the range. a.u., arbitrary units. *P < 0.05.

To further explore the coupling of Ca_v_1 channels to ER Ca^2+^ stores, an adeno-associated virus (AAV) carrying an expression construct in which a tyrosine hydroxylase (TH) promoter fragment controlled the expression of an ER-targeted Ca^2+^ sensor (G-CEPIA1er) (*27*) was stereotaxically injected into the SNc (Fig. 1, E to H). In ex vivo brain slices taken from these mice several weeks later, 2PLSM was used to monitor changes in G-CEPIA1er fluorescence. As expected, inhibiting the sarco/endoplasmic reticulum Ca^2+^–adenosine triphosphatase (ATPase) (SERCA) with cyclopiazonic acid (20 μM) decreased G-CEPIA1er fluorescence, showing that the probe was capable of signaling depletion of ER Ca^2+^ (fig. S1). If the opening of Ca_v_1 channels was prolonged with the positive allosteric modulator BAYK-8644 (1 μM), dendritic ER Ca^2+^ fell, confirming the coupling of Ca_v_1 Ca^2+^ channels and the ER in SNc dopaminergic neurons (Fig. 1, I to K).

### RYR-dependent Ca^2+^ release increased mitochondrial matrix Ca^2+^

Mitochondrial Ca^2+^ uptake occurs preferentially at sites of juxtaposition with the ER [mitochondria-associated membranes (MAMs)], where Ca^2+^ released from RYRs can reach concentrations required to gate the MCU (*28*). To monitor mitochondrial matrix Ca^2+^ concentration during pacemaking, a Ca^2+^ sensor targeted to the mitochondrial matrix (mito-GCaMP6) was used (*16*, *29*). Following mesencephalic injection of an AAV carrying a TH-controlled mito-GCaMP6 expression construct, fluorescence was found throughout the SNc and was colocalized with the mitochondrial marker COXIV (cytochrome c oxidase subunit 4) (Fig. 2, A to D). 2PLSM was used to monitor mitochondrial matrix Ca^2+^ in SNc dopaminergic neurons in ex vivo brain slices. Using a simple calibration procedure (see Materials and Methods; fig. S2, A and B), an estimate of matrix Ca^2+^ level was made in SNc and ventral tegmental area (VTA) dopaminergic neurons. This value was greater in SNc dopaminergic neurons than those in the VTA (Fig. 2, E and F). Moreover, mitochondrial matrix Ca^2+^ concentration was higher for mitochondria in dendrites than those in the somatic region (Fig. 2G and fig. S2, C and D).

**Fig. 2.**
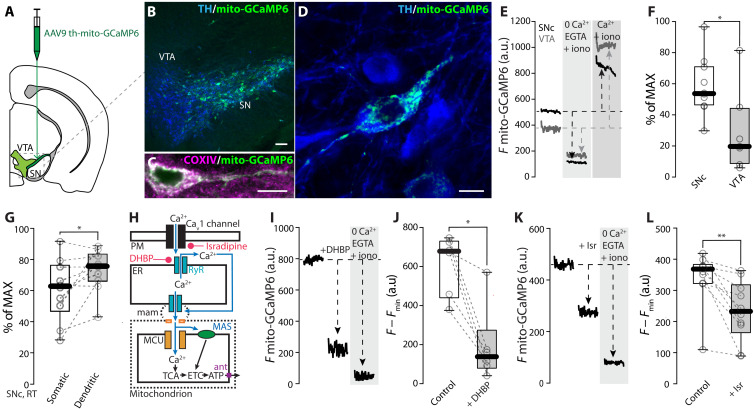
RYR and Ca_v_1 channels determine elevated intra-mitochondrial Ca^2+^ in SNc dopaminergic neurons. (**A**) Cartoon representing the AAV delivery strategy to express mito-GCaMP6 in midbrain dopaminergic neurons; modified from the Allen Mouse Brain Atlas, online version 1, 2008 (https://atlas.brain-map.org/). (**B** to **D**) Immunofluorescence images showing the expression of mito-GCaMP6 in dopaminergic neurons stained for TH and the colocalization of mito-GCaMP6 with the mitochondrial marker COXIV; scale bars, 100 μm (B) and 10 μm (C and D). (**E**) Representative 2PLSM imaging time series showing the estimation of baseline mitochondrial Ca^2+^ levels in SNc (black) and VTA (gray) dopaminergic neurons expressing mito-GCaMP6. The Ca^2+^ ionophore ionomycin (iono) is used to allow the movement of Ca^2+^ through membranes according to its concentration gradient. (**F**) Mitochondrial Ca^2+^ levels in SNc and VTA dopaminergic neurons estimated with mito-GCaMP6 (*n* = 10, *N* = 10; *n* = 7, *N* = 7 for SNc and VTA, respectively; *P* = 0.0136, two-tailed Mann-Whitney test). (**G**) Dendritic and somatic mitochondrial Ca^2+^ levels in SNc dopaminergic neurons estimated with mito-GCaMP6 (*n* = 10, *N* = 9; *P* = 0.0273, two-tailed Wilcoxon matched-pairs signed rank test). (**H**) Cartoon illustrating the effect of Ca^2+^ entry through Ca_v_1 channels and RYR Ca^2+^ release on mitochondrial Ca^2+^ loading and the targets of isradipine and DHBP. (**I**) Representative 2PLSM imaging time series showing the effect of application of DHBP on mitochondrial Ca^2+^ in SNc neurons. (**J**) Effect of DHBP (100 μM) on mitochondrial Ca^2+^ measured with mito-GCaMP6 (*n* = 6, *N* = 4; *P* = 0.0156, one-tailed Wilcoxon matched-pairs signed rank test). (**K**) Representative 2PLSM imaging time series showing the effect of application of Ca_v_1-negative allosteric modulator isradipine (Isr) on mitochondrial Ca^2+^ in SNc neurons. (**L**) Effect of isradipine (0.5 to 1 μM) on mitochondrial Ca^2+^ measured with mito-GCaMP6 (*n* = 10, *N* = 9; *P* = 0.0010, one-tailed Wilcoxon matched-pairs signed rank test). Box plots indicate first and third quartiles, thick center lines represent medians, and whiskers indicate the range. *P < 0.05, **P < 0.01.

To assess the role of Ca_v_1 channels and RYRs in determining matrix Ca^2+^ levels, pharmacological tools were used (Fig. 2H). Bath application of DHBP (50 to 100 μM) reduced mitochondrial Ca^2+^ levels in SNc dopaminergic neurons (Fig. 2, I and J). Similarly, bath application of the Ca_v_1 channel negative allosteric modulator (NAM) isradipine (0.5 to 1 μM) significantly decreased mitochondrial Ca^2+^ levels (Fig. 2, K and L). Together, these experiments establish a mechanistic linkage between plasma membrane Ca_v_1 channels, RYRs, and mitochondrial matrix Ca^2+^ concentration.

Another ER Ca^2+^-release channel enriched at MAMs is the inositol triphosphate (IP_3_) receptor (IP_3_R), which is gated by IP_3_ generated by phospholipase C (PLC) stimulated by metabotropic receptors, like type I metabotropic glutamate receptors [mGluR-I; (*30*)]. Bath application of the mGluR-I agonist (*S*)-3,5-dihydroxyphenylglycine [DHPG; 10 μM; (*31*)] induced a rapid increase in intramitochondrial Ca^2+^ levels in SNc dopaminergic neurons (fig. S2, E and F). Thus, both RYRs and IP_3_Rs can be engaged to elevate matrix Ca^2+^ levels in pacemaking SNc dopaminergic neurons.

### Mitochondrial matrix Ca^2+^ tracks spike rate

SNc dopaminergic neurons are autonomous pacemakers, spiking regularly at low rates in the absence of synaptic input (*32*, *33*). This basal discharge rate is modulated up and down by excitatory and inhibitory synapses, respectively (*34*). Plasma membrane Ca_v_1 Ca^2+^ channels provide a continuous readout of membrane depolarization and spiking that could be used to stimulate feedforward control of mitochondrial OXPHOS. As a first step toward testing this hypothesis, the membrane potential of SNc dopaminergic neurons was monitored and manipulated using the perforated-patch recording method in ex vivo brain slices while monitoring mitochondrial matrix Ca^2+^ using mito-GCaMP6 (as above). The perforated-patch configuration only allows monovalent cations to pass from the electrode to the cell, preserving intracellular Ca^2+^ signaling and metabolism (Fig. 3A, left). In these experiments, mito-GCaMP6 fluorescence was continuously monitored while slowing or accelerating spiking with intracellular current injection (Fig. 3A, right). Mitochondrial Ca^2+^ levels (as measured by mito-GCaMP6 fluorescence) tracked spike rate: decreasing as spiking slowed and increasing as spiking accelerated (Fig. 3A, right). After calibration, the somatic mito-GCaMP6 signal was plotted as a function of spike rate. Astonishingly, these data were well fit with a straight line (Fig. 3B).

**Fig. 3.**
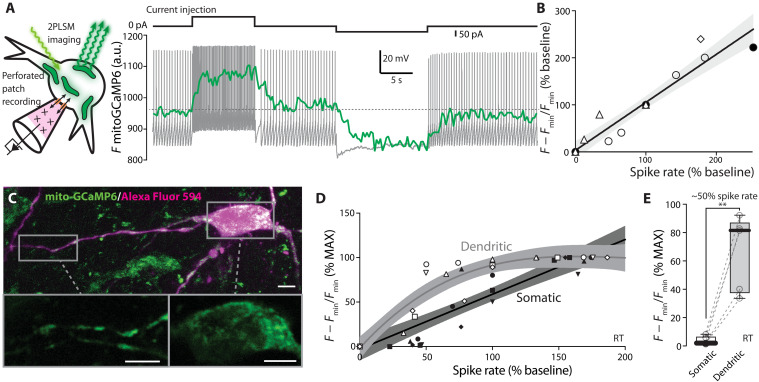
Mitochondrial matrix Ca^2+^ tracks spike rate. (**A**) Left: Cartoon representing the strategy to monitor mitochondrial Ca^2+^ dynamics during changes in firing frequency via perforated-patch recording configuration. Right: Representative experiment illustrating the electrophysiological recording (gray, dotted line indicates −45 mV) and mito-GCaMP6 trace (green) during current injection. (**B**) Plot illustrating the distribution of normalized mito-GCaMP6 fluorescence over the normalized spike rate in SNc dopaminergic neurons (linear fit and 95% confidence interval, *n* = 4, *N* = 4). (**C**) 2PLSM image of an SNc dopaminergic neuron expressing mito-GCaMP6 and filled with Alexa Fluor 594 dye after inducing break-in at the end of a perforated-patch recording coupled with mito-GCaMP6 imaging in the somatic and dendritic regions, highlighted in the insets (scale bars: 50 μm, main image; 10 μm, insets). (**D**) Plot illustrating the distribution of normalized mito-GCaMP6 fluorescence over the normalized spike rate for dendritic (gray, empty symbols) and somatic (black, filled symbols) mitochondria, within the same SNc dopaminergic neurons (empty/filled symbols of the same shape indicate paired measurements from the same neuron; *n* = 5, *N* = 5; soma: linear fit and 95% confidence interval; dendritic measurements were better fitted by a third-order polynomial fit and 95% confidence interval). (**E**) Distribution of the normalized mito-GCaMP6 fluorescence in dendritic and somatic mitochondria at 50% of the baseline spike rate (*n* = 5, *N* = 5; *P* = 0.0050, two-tailed paired *t* test). Box plots indicate first and third quartiles, thick center lines represent medians, and whiskers indicate the range. **P < 0.01.

As shown above, the Ca^2+^ concentration in the matrix of dendritic mitochondria was higher than that in the matrix of somatic mitochondria in the absence of stimulation (Fig. 2G). As the dendrites of SNc dopaminergic neurons faithfully backpropagate initial segment spikes (*35*, *36*), dendritic mitochondria should increase their Ca^2+^ loading with spiking. To test this hypothesis, the experiments described above were repeated while monitoring the mito-GCaMP6 signal in dendritic and somatic mitochondria (Fig. 3C). The Ca^2+^ content of the matrix in dendritic mitochondria exhibited a greater sensitivity to low-frequency spiking than did somatic mitochondria (Fig. 3, D and E). Increasing the spike rate further led to sublinear increments in the dendritic mito-GCaMP6 fluorescence, presumably reaching the limit of the probe’s dynamic range.

### Matrix Ca^2+^ loading stimulates mitochondrial OXPHOS

Ca^2+^ entry into the mitochondrial matrix is well known to activate tricarboxylic acid cycle (TCA) enzymes and increase the production of reducing equivalents for the ETC (*37*); doing so increases the capacity of mitochondrial complex V (MCV or ATP synthase) to convert ADP to ATP (*38*). To test the hypothesis that Ca_v_1 channel/RYR–mediated mitochondrial Ca^2+^ loading was driving ATP production during spiking, the cytosolic ATP/ADP ratio needed to be monitored. To this end, AAVs carrying a TH-driven expression construct for the ratiometric ATP/ADP probe PercevalHR were stereotaxically injected into the SN of mice (*17*, *39*). Two weeks later, mice were sacrificed and ex vivo brain slices were prepared for 2PLSM interrogation (Fig. 4, A and B). Bath application of oligomycin (10 μM) was used to inhibit MCV, and the nonhydrolyzable glucose analog 2-deoxy-glucose (2-DG; 3.5 mM) was substituted for glucose to disrupt glycolysis (Fig. 4, C and D). At rest (when SNc dopaminergic neurons are pacemaking at a slow rate), the relative contribution of mitochondrial OXPHOS to maintenance of the cytosolic ATP/ADP ratio (“OXPHOS index”) was high (~70%). Elevating extracellular glucose decreased this contribution, as glycolysis accounted for a larger fraction of ATP production (Fig. 4D and fig. S3A).

**Fig. 4.**
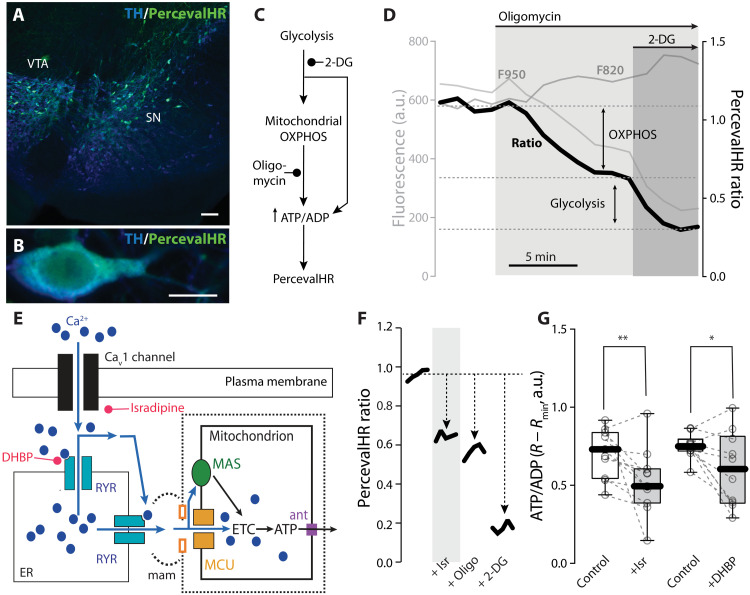
The Ca_v_1-RYR couple drives mitochondrial OXPHOS. (**A** and **B**) Immunofluorescence images showing the expression of PercevalHR in dopaminergic neurons stained for TH; scale bars, 100 μm (A) and 10 μm (B). (**C**) Schematic representing the contribution of glycolysis and mitochondrial OXPHOS to the production of ATP and maintenance of the ATP/ADP ratio, measured with PercevalHR; the actions of 2-DG and oligomycin are indicated. (**D**) Representative PercevalHR experiment estimating the contribution of mitochondria (inhibited by oligomycin) and glycolysis (inhibited by 2-DG) to the ATP/ADP ratio of the cell; the fluorescence measured for each of the two wavelengths (950 for ATP, 820 for ADP; gray traces) and the F950/F820 ratio calculated for each time point (black trace) are illustrated. (**E**) Cartoon illustrating the effect of Ca^2+^ entry through Ca_v_1 channels and RYR Ca^2+^ release on mitochondrial ATP production and the action of isradipine and DHBP. (**F**) Representative 2PLSM ratio imaging time series showing the effect of application of Ca_v_1 antagonist isradipine (Isr; 1 μM), followed by oligomycin (Oligo; 10 μM) and substitution of glucose with 2-DG on PercevalHR ratio in SNc dopaminergic neurons expressing PercevalHR. (**G**) Quantification of the effect of isradipine (1 μM) and DHBP (100 μM) on ATP/ADP ratio in SNc neurons expressing PercevalHR (isradipine, *n* = 11, *N* = 8; *P* = 0.0049, one-tailed Wilcoxon matched-pairs signed rank test; DHBP, *n* = 10, *N* = 6; *P* = 0.032, one-tailed Wilcoxon matched-pairs signed rank test). Box plots indicate first and third quartiles, thick center lines represent medians, and whiskers indicate the range. *P < 0.05, **P < 0.01.

Next, the contribution of Ca_v_1 channels and RYRs to maintenance of cytosolic ATP/ADP ratio was determined (Fig. 4, E to G). Bath application of isradipine (1 μM) to inhibit Ca_v_1 channels significantly decreased the PercevalHR ratio (Fig. 4, F and G). This change was specific to the oligomycin-sensitive PercevalHR signal, arguing that it was mitochondrial in origin (fig. S3, B and C). Bath application of DHBP (100 μM) to inhibit RYRs had a very similar effect on the estimated ATP/ADP ratio, and the response to oligomycin (Fig. 4G and fig. S3, B and C). Thus, in SNc dopaminergic neurons, the Ca_v_1 channel/RYR couple specifically stimulated mitochondrial OXPHOS and ATP production.

### Feedforward stimulation of mitochondria is necessary to sustain elevated spike rates

One of the principal bioenergetic challenges facing neurons is to supply the ATP necessary for efficient operation of plasma membrane pumps and transporters responsible for maintaining ionic gradients required for spiking (*3*, *40*). Failing to keep up with the ATP demand can lead to depolarization, persistent Na_v_1 Na^+^ channel inactivation, and an inability to spike (*3*). To determine whether cytosolic ATP/ADP ratio tracked spiking in SNc dopaminergic neurons, they were induced to express PercevalHR and then studied using a combination of 2PLSM and perforated-patch methods in ex vivo brain slices (as described above). Spiking rate was modulated by 10-min-long somatic current steps (50 pA), and ATP/ADP ratio was assessed every 5 min. As expected from the experiments monitoring mitochondrial matrix Ca^2+^ concentration during similar perturbations, the cytosolic ATP/ADP ratio closely tracked spike rate over these periods, rising when cells were silenced and then falling progressively as the spiking rate increased (Fig. 5A). To assess the role of feedforward control of mitochondria in regulating ATP/ADP ratios, slices were preincubated and maintained in isradipine (0.5 μM) during perforated-patch recording. Consistent with a stimulatory role, inhibition of Ca_v_1 channels decreased the basal ATP/ADP ratio (Fig. 5B). With increased stimulation, the ATP/ADP ratio fell in both control and isradipine-treated cells, approaching an asymptote with high levels of current injection (Fig. 5B).

**Fig. 5.**
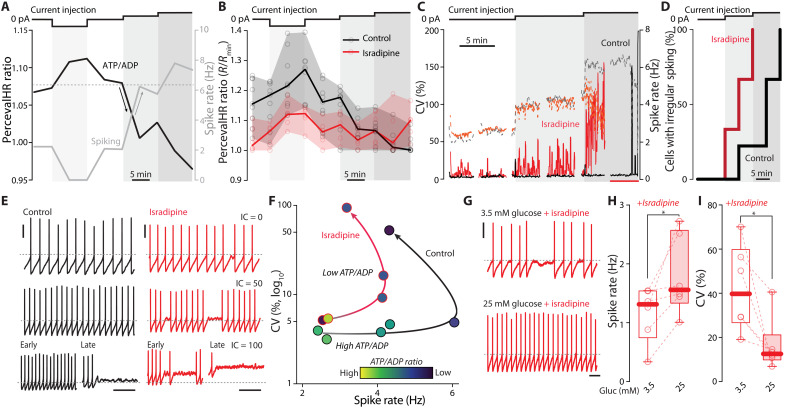
Feedforward stimulation of mitochondria by Ca^2+^ is required to sustain firing. (**A**) Representative perforated-patch and PercevalHR 2PLSM imaging experiment in SNc dopaminergic neurons modulating spike rate with current injections; spike rate, gray; ATP/ADP, black; current depolarizing steps (top), 50 pA. (**B**) Quantification of PercevalHR ratio upon changes in spike rate as in (A) for control (black) and isradipine-treated (0.5 μM, red) neurons; medians, range, and individual points are depicted (controls: *n* = 9, *N* = 9; isradipine: *n* = 6, *N* = 6). (**C**) Representative plots of instantaneous CV (continuous traces) and spike rate (dashed traces) for control (black) and isradipine-treated (red) cells during the depolarization steps [see (A)]. (**D**) Cumulative probability plots of cells undergoing failure to sustain firing at different time points for control (black) and isradipine-treated (red) SNc neurons during the current injection protocol in (A) (control: *n* = 9, *N* = 9; isradipine: *n* = 6, *N* = 6; *P* = 0.0028, Mantel-Cox test). (**E**) Representative recordings for control (black) and isradipine-treated (red) dopaminergic neurons during the depolarization steps. (**F**) Representative plots showing the correlation between spike rate (*x* axis), CV (*y* axis, logarithmic scale), and ATP/ADP ratio (colorimetric scale) for control and isradipine-treated cells; the colorimetric scale indicates the maximum (yellow), the minimum (dark purple), and the intermediate ratio values recorded within each experiment; see fig. S5 for details. (**G**) Representative recordings of isradipine-treated SNc neurons in standard glucose (3.5 mM) aCSF and 25 mM glucose aCSF. (**H**) Effect of glucose concentration on spike rate of SNc isradipine-treated neurons (*n* = 6, *N* = 5; *P* = 0.0156, one-tailed Wilcoxon matched-pairs signed rank test). (**I**) Effect of increasing glucose concentration on the CV of isradipine-treated neurons (*n* = 6, *N* = 5; *P* = 0.0156, one-tailed Wilcoxon matched-pairs signed rank test). Scale bars (E and G), 20 mV, 1 s. Box plots indicate first and third quartiles, thick center lines represent medians, and whiskers indicate the range. *P < 0.05.

Examination of the activity evoked by current injection revealed why there was a convergence in ATP/ADP ratios. As shown previously (*19*), isradipine preincubation had no effect on pacemaking rate; however, Ca_v_1 channel inhibition increased the irregularity of spiking at baseline, leading to an increase in the interspike interval coefficient of variation (CV) (Fig. 5, C to E). In isradipine-treated neurons, the irregularity in spiking paralleled the drop in ATP/ADP ratio until spiking stopped entirely; in contrast, when feedforward control was intact, the regularity in spiking was maintained until late in the intervals producing the highest spiking rates (Fig. 5, C to E). As expected from previous modeling results (*3*), when neurons were forced to rely upon feedback control of mitochondrial OXPHOS in the presence of isradipine, the average membrane potential became progressively more depolarized until they stopped spiking and stayed at depolarized membrane potentials, suggesting that Na^+^/K^+^ pumps were falling behind the demand created by channel opening and this led to depolarization block. Consistent with the impact of progressive depolarization on the inactivation of voltage-dependent Na^+^ channels driving spiking, as irregularity in spiking increased, the spike threshold rose and the rate of rise of the spike (*dV*/*dt*) fell (fig. S4). To better illustrate the relationship between spiking and ATP/ADP ratio in SNc dopaminergic neurons, the plots of CV as a function of spike rate were generated for control and isradipine-treated neurons in which the ATP/ADP ratio was color-coded (Fig. 5F and fig. S5). These plots show that a declining ATP/ADP ratio was correlated with irregular spiking in both conditions, but that in isradipine-treated neurons even modest elevations in spike rate pushed down this ratio, leading to increased irregularity and ultimately depolarization block.

A potential complication in the interpretation of these results is that one subtype of Ca_v_1 channel expressed by SNc dopaminergic neurons—those with a Ca_v_1.3 pore-forming subunit—might be supporting regenerative activity by giving rise to a depolarizing inward current at subthreshold membrane potentials (*41*, *42*). If this function of Ca_v_1.3 channels—rather than their control of bioenergetics—was the principal factor determining the impact of isradipine on spiking rate and regularity, then increasing glycolytic ATP production by elevating extracellular glucose concentration should have little or no effect on spiking in the presence of isradipine. However, this was not the case. In the presence of isradipine and physiological concentrations of glucose (3.5 mM), spiking was slow and irregular, as shown above. Boosting extracellular glucose to 25 mM increased spiking rate and reduced irregularity (Fig. 5, G to I). Thus, the principal effect of inhibiting Ca_v_1 channels on repetitive spiking appears to be mediated by a bioenergetic, not an electrogenic, deficit.

### Conditional deletion of the MCU increased reliance upon MAS

Ca^2+^ release by the ER can affect mitochondrial OXPHOS in two ways (*14*, *43*). The best described of these is mediated by Ca^2+^ flux into the mitochondrial matrix through the MCU (*43*–*45*). To assess the importance of this pathway, mice in which the gene coding for the MCU was floxed (*18*) were crossed with mice expressing Cre recombinase under the control of the dopamine transporter (DAT). The conditional knockout (KO) of the MCU in these mice was verified by isolating mRNA specifically from dopaminergic neurons using the RiboTag method (*39*, *46*) and then performing a quantitative reverse transcriptase polymerase chain reaction (qRT-PCR) assay targeting MCU transcripts (Fig. 6A). The efficacy of the conditional KO was also verified functionally by monitoring mitochondrial matrix Ca^2+^ in SNc dopaminergic neurons expressing mito-GCaMP6 after stimulation of mGluRs with DHPG (10 μM) (Fig. 6, B and C). At baseline, matrix Ca^2+^ levels were lower in MCU-KOs than in wild-type neurons and the response to DHPG stimulation was significantly less than in the wild type (Fig. 6, C to E). Moreover, increasing spike rate in MCU-KO neurons using perforated-patch methods failed to elevate mitochondrial matrix Ca^2+^ concentration as described above (Fig. 6F and fig. S6).

**Fig. 6.**
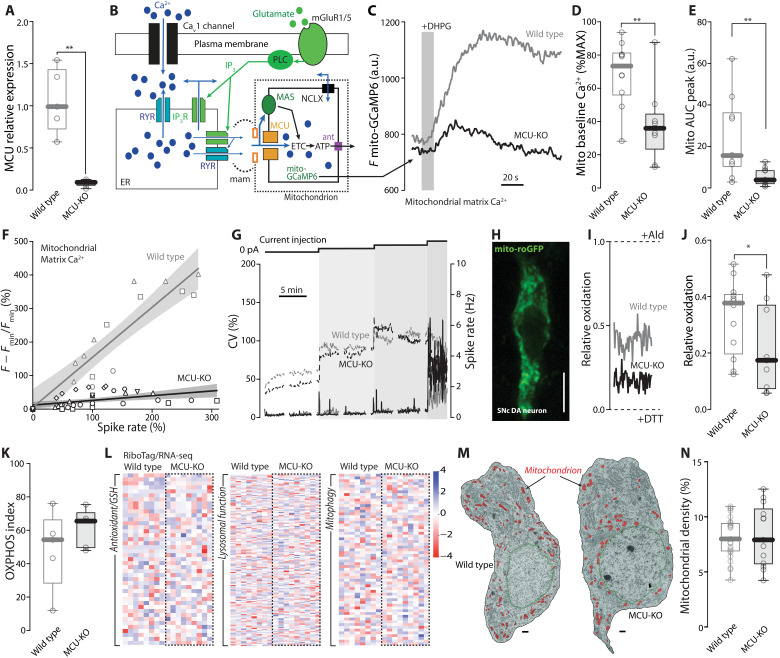
Loss of MCU disrupts mitochondrial Ca^2+^ uptake but results in a modest phenotype. (**A**) Quantification of the relative expression of *Mcu* mRNA in SNc dopaminergic neurons collected with the RiboTag strategy from wild-type and MCU-KO mice (*N* = 5 and 6 for wild type and MCU-KO, respectively; *P* = 0.0022, one-tailed Mann-Whitney test). (**B**) Cartoon illustrating the pathways leading to mitochondrial Ca^2+^ uptake tested in wild-type and MCU-KO neurons expressing mito-GCaMP6: Ca^2+^ entry through Ca_v_1 triggers gates RYRs and release of Ca^2+^ at the “mitochondria-associated membrane” (mam); stimulation of mGluRs coupled to PLC generates IP_3_, that gates IP_3_R and induces release of Ca^2+^ at the mam; the MCU complex is gated by high Ca^2+^ microdomains and allows accumulation of Ca^2+^ into the mitochondrial matrix. (**C**) Representative 2PLSM mito-GCaMP6 traces of wild-type (gray) and MCU-KO (black) SNc dopaminergic neurons stimulated with the mGluR-I agonist DHPG (10 μM). (**D**) Quantification of mitochondrial baseline Ca^2+^ in wild-type and MCU-KO dopaminergic neurons expressing mito-GCaMP6 (*n* = 10, *N* = 9; *n* = 9, *N* = 8 for wild-type and MCU-KO, respectively; *P* = 0.0086, one-tailed Mann Whitney test). (**E**) Quantification of mitochondrial Ca^2+^ uptake upon DHPG stimulation in wild-type and MCU-KO SNc neurons expressing mito-GCaMP6; the area under the curve (AUC) is calculated over 90 s from the start of the peak (*n* = 10, *N* = 9 for wild type; *n* = 10, *N* = 9 for MCU-KO; *P* = 0.0014, one-tailed Mann Whitney test). (**F**) Plot illustrating the distribution of normalized mito-GCaMP6 fluorescence over the normalized spike rate in wild-type (gray) and MCU-KO (black) SNc dopaminergic neurons (linear fit and 95% confidence interval, *n* = 3, *N* = 2 for wild type; *n* = 6, *N* = 6 for MCU-KO). (**G**) Representative plots of instantaneous CV (continuous traces) and spike rate (dashed traces) for control (gray) and MCU-KO (black) SNc dopaminergic neurons during depolarization steps. (**H**) Representative 2PLSM image of an SNc dopaminergic neuron expressing mito-roGFP (scale bar, 10 μm). (**I**) Representative 2PLSM mito-roGFP measurements for wild-type (gray) and MCU-KO (black) SNc neurons expressed as relative oxidation compared to the fully reduced and fully oxidized states obtained upon application of dithiothreitol (DTT; 2 mM) and aldrithiol (Ald; 200 μM), indicated by dashed lines. (**J**) Quantification of the relative mitochondrial oxidation in wild-type and MCU-KO SNc neurons (*n* = 12, *N* = 9 for wild type; *n* = 9, *N* = 6 for MCU-KO; *P* = 0.047, one-tailed Mann-Whitney test). (**K**) Quantification of the OXPHOS index estimated in wild-type and MCU-KO SNc neurons expressing PercevalHR (*n* = 5, *N* = 4 for wild type; *n* = 5, *N* = 4 for MCU-KO). (**L**) Heatmaps of differential expression of genes linked to the antioxidant defense and glutathione (GSH) synthesis, lysosomal function, and mitophagy obtained from RNA-seq analysis from wild-type and MCU-KO SNc neurons expressing RiboTag (*N* = 8 and 9 for wild type and MCU-KO, respectively). (**M**) Electron micrographs of identified SNc dopaminergic neurons from wild-type and MCU-KO mice; nuclear membrane is outlined in green, mitochondria are labeled in red; scale bar, 1 μm. (**N**) Box plots showing no difference in mitochondrial density in wild-type and MCU-KO neurons (*n* = 23, *N* = 2; *n* = 13, *N* = 2, respectively). Box plots indicate first and third quartiles, thick center lines represent medians, and whiskers indicate the range. *P < 0.05, **P < 0.01.

Despite the loss of Ca^2+^ coupling to the mitochondrial matrix, there were few alterations in cytosolic Ca^2+^ handling, spiking, and gene expression in SNc dopaminergic neurons lacking the MCU. 

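Gene expression was measured by sequencing mRNA collected from SNc dopaminergic neurons with the RiboTag method, in which a tagged ribosomal protein is expressed from a Cre-dependent viral vector and the tagged ribosomes are immunoprecipitated together with the mRNA they carry. The libraries of 8 wild-type mice (DAT-Cre+/-) and 8 MCU-KO mice (DAT-Cre+/- MCU fl/fl) were analyzed, and the paper gives 8 and 9 mice. According to the paper, mice were 40 to 50 days old and tissue was collected 4 weeks after the injection of the vector. The sample labels give postnatal day 45 and 30 days after injection. The authors trimmed the reads with cutadapt, aligned them to the mouse genome (mm10) with STAR, counted them per gene with htseq-count and deposited these counts without normalization. Between 18999107 and 22016362 reads per wild-type mouse were counted on genes, with a median of 20505890, and between 14129527 and 20582204 per MCU-KO mouse, with a median of 20328118. Of the genes listed by Ensembl identifier, 8016 had no count in any mouse. From these counts, the genotypes were compared with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment over the 12390 genes that passed edgeR's filter on low counts. Expression levels are given as normalized counts, which are counts divided by DESeq2's size factors. On counts simulated with the means, library sizes and dispersions of these libraries, the test recovered 3% of 200 genes changed 1.5-fold, 33% of those changed 2-fold and 64% of those changed 4-fold. In the simulation, 4.21% to 4.69% of unchanged genes had an unadjusted p under 0.05. Other splits of the real mice had medians of 382 and 349 of 12390 genes, a smaller share. The test may thus recover fewer genes in the real counts than in the simulated ones.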

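Between MCU-KO and wild type, 22 of the 12390 genes tested had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 11 higher and 11 lower in MCU-KO. An unadjusted p under 0.05 was found for 547 genes, where uniformly distributed p values give 619.5. Of 99 other splits of the mice into 8 and 8 that part every same-numbered pair, 11 gave as many genes at an unadjusted p under 0.05, as did 7 of 99 other splits of any kind. The normalized counts of the genotypes did not overlap in 32 of the 12390 genes, a separation that chance gives to 0.0155% of genes. The lowest adjusted p was that of Mt3 (chromosome 8, 94152607 to 94154146 of GRCm38), with 11742 ± 1963 normalized counts (SD, n = 8 mice) in wild type and 3215 ± 625.5 (SD, n = 8) in MCU-KO, a log2 fold change of −1.87 (standard error 0.12, adjusted p = 6.1e-09 from edgeR with Benjamini-Hochberg adjustment). Eno1b on chromosome 18 followed, with 73.1 ± 28.4 normalized counts (SD, n = 8) in wild type and 1199 ± 201.7 (SD, n = 8) in MCU-KO, a log2 fold change of 4.03 (standard error 0.28). Among the 10 genes with the smallest p, Tuba1c, Fam32a, Gnb1 and Tmem242 were also higher in MCU-KO, with log2 fold changes of 7.26, 1.50, 1.09 and 1.23. Tuba1c had 7.55 ± 9.51 normalized counts (SD, n = 8) in wild type and 1172 ± 343 (SD, n = 8) in MCU-KO. The size of its fold change thus rests on very few counts in wild type. Atp6v0c, Scoc, Rpl34 and Eno1 were lower, with log2 fold changes of −1.31, −1.27, −1.25 and −0.88. Of the stretches of 50 bases in the annotated transcripts of a gene, 85.2% in Eno1b, 26.0% in Eno1, 52.7% in Tuba1c, 10.8% in Atp6v0c and 7.78% in Rpl34 also occur in transcripts of other genes. A read that lies wholly within such a stretch matches more than 1 gene, whereas a longer read may still match only 1. Of the 22 genes, 13 lay within 10 Mb of another of them, where random lists of genes of the same expression gave a median of 4. The paper bred the controls and the MCU-KO mice in different crosses, so strain differences are a candidate explanation. With DESeq2, which the paper used, in place of edgeR, 90 genes had an adjusted p under 0.05, 53 higher and 37 lower, and the 22 genes were among them.

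**Figure D1:**
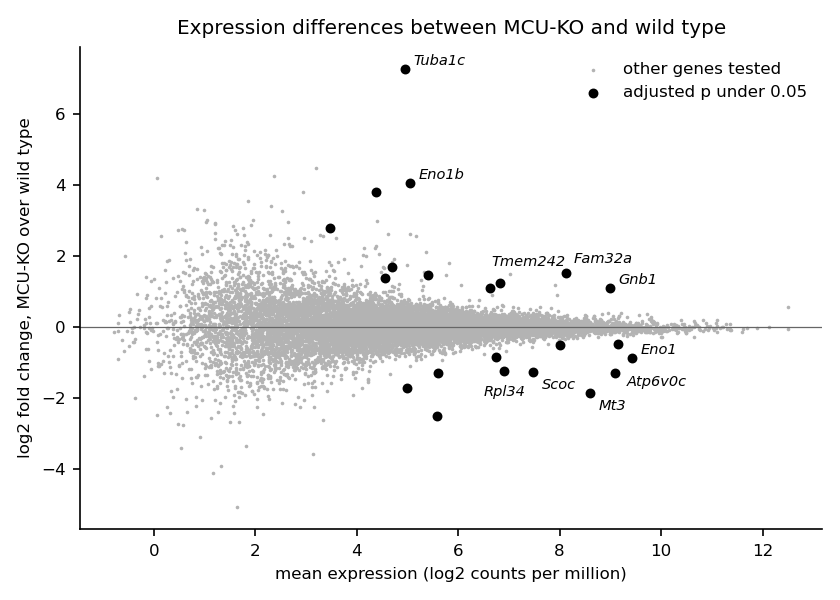
Log2 fold change between MCU-KO and wild type (vertical axis) against mean expression in log2 CPM (horizontal axis) for the 12390 genes tested in 8 mice per genotype. Each point is a gene, black points are the 22 genes with an adjusted p under 0.05, and the names are those of the 10 genes with the smallest p.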

For example, cytosolic Ca^2+^ transients evoked by DHPG were not affected in MCU-KO neurons (fig. S7, A to C). Wild-type and MCU-KO neurons responded to current injection with perforated-patch electrodes in a very similar way (Fig. 6G and fig. S7, D to H). Moreover, although mitochondrial oxidant stress in MCU-KO SNc dopaminergic neurons measured with the genetically encoded sensor mito-roGFP (reduction-oxidation–sensitive green fluorescent protein) was modestly lower than in wild-type neurons (Fig. 6, H to J), the OXPHOS index in MCU-KO neurons estimated with PercevalHR was similar to that in wild-type neurons (Fig. 6K). RNA sequencing (RNA-seq) analysis failed to reveal changes in expression of genes linked to Ca^2+^ homeostasis (fig. S8), pacemaking, metabolism, or dopaminergic neurotransmission (fig. S9A) and indicated only modest changes in the expression of genes linked to oxidant defenses, lysosomes, and mitophagy (Fig. 6L). Moreover, histological inspection of TH immunoreactivity in the striatum and mesencephalon revealed no differences from wild-type controls (fig. S9, B to E), and transmission electron micrographs found no differences in mitochondrial morphology or density at the cell body level (Fig. 6, M and N). 

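Of the 23 genes of Ca2+ homeostasis in fig. S8, 19 passed the filter on low counts, and 0 had an adjusted p under 0.05 over all genes or over the list alone (edgeR's quasi-likelihood test). An unadjusted p under 0.05 was found for 2 of them. The genes of the heat maps (fig. S9A and Fig. 6L) are not listed in the paper's text, so each category was represented by a list of genes written before the data were examined. For each mouse, the log2 CPM (counts scaled to the library size) of the genes of a list were averaged. The mean of the firing and pacemaking list was 4.96 ± 0.14 (SD, n = 8) in wild type and 5.06 ± 0.24 (SD, n = 8) in MCU-KO (p = 0.313, exact permutation test, two-sided). The dopaminergic neurotransmission list had means of 7.73 ± 0.06 (SD, n = 8) and 7.68 ± 0.10 (SD, n = 8), with p = 0.259 in the same exact permutation test. Across all 9 lists, the difference of means lay between −0.06 for OXPHOS and 0.10 for firing and pacemaking, and the smallest p was 0.115, for mitophagy (exact permutation test, 0.666 after Benjamini-Hochberg adjustment over the 9 lists). With the median over the list in place of the mean, the difference changed from positive to negative for the malate-aspartate shuttle, glycolysis, TCA cycle, antioxidant, lysosomal and mitophagy lists. The antioxidant list then had a difference of −0.13 (p = 0.0336, exact permutation test, not adjusted).
Single genes passed the threshold in some lists. Among the 72 tested genes of antioxidant defense and glutathione, 1 had an adjusted p under 0.05 over all genes. This was Slc7a11 (chromosome 3, 49892526 to 50443614 of GRCm38), with 53.4 ± 37.7 normalized counts (SD, n = 8) in wild type and 743 ± 154 (SD, n = 8) in MCU-KO, a log2 fold change of 3.80 (standard error 0.56, adjusted p = 7.7e-04 from edgeR). Adjusted over the list alone, 2 genes passed, Slc7a11 and Gclm, the latter chosen after its values were seen. Among the 133 tested lysosomal genes, 1 passed over all genes, Atp6v0c (chromosome 17, 24163866 to 24169702), which had 14893 ± 1277 normalized counts (SD, n = 8) in wild type and 5987 ± 959 (SD, n = 8) in MCU-KO (adjusted p = 1.8e-08 from edgeR). Over the lysosomal list alone, 2 passed, Atp6v0c and Gnptg, the latter again chosen after its values were seen. None of the 93 tested mitophagy genes passed either adjustment, and 4 had an unadjusted p under 0.05. The smallest p in that list was that of Bnip3l, which was lower in MCU-KO by a log2 fold change of −0.42 (standard error 0.11, adjusted p = 0.282 from edgeR), and DESeq2 gave an adjusted p of 0.0274 for the same gene. On simulated counts with genes changed 1.5-fold, 21 of the 46 genes that DESeq2 called were unchanged.
From the RNA-seq comparison, the paper states that no changes were revealed in genes of Ca2+ homeostasis, pacemaking, metabolism and dopaminergic neurotransmission and that genes of oxidant defense, lysosomes and mitophagy changed modestly.

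**Figure D2:**
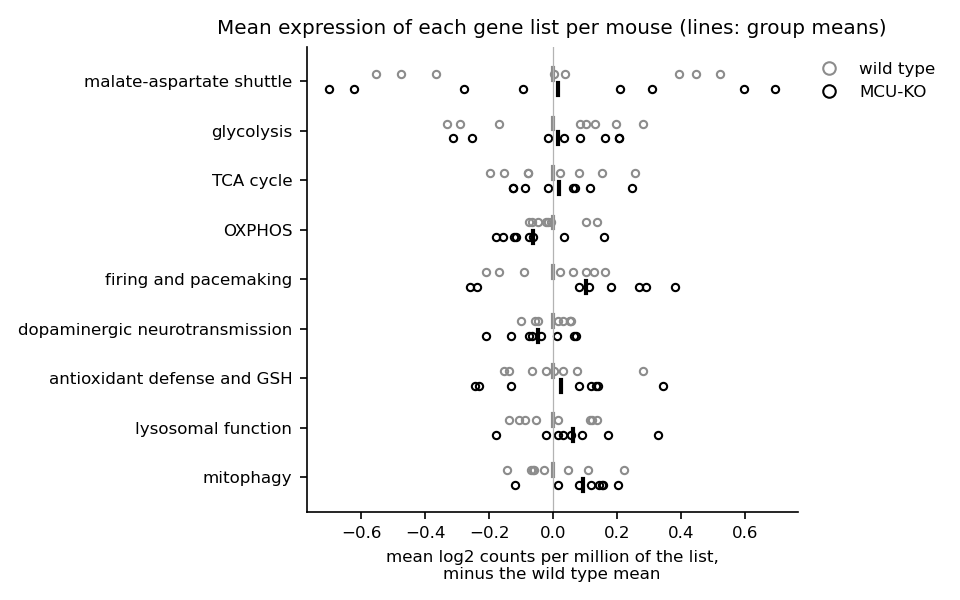
Mean log2 CPM of each gene list in each mouse, minus the mean of the wild-type mice (horizontal axis), for the 9 lists (vertical axis). Circles are mice, 8 per genotype, and vertical lines are the group means. The genotypes overlap in every list.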

Last, MCU-KO mice were normal in assays of open field behavior, gait, and fine motor skills (fig. S9, F to K).

### What accounts for the relative insensitivity of SNc dopaminergic neurons to MCU deletion?

Ca^2+^ release from the ER at MAMs leads to an elevation in Ca^2+^ concentration in the intermembrane space, in addition to a flux through the MCU into the matrix (*47*). The elevation in intermembrane Ca^2+^ can increase pyruvate availability and stimulate the malate-aspartate shuttle (MAS), which moves reducing equivalents derived from glycolysis into the mitochondrial matrix, where they can fuel the ETC (Fig. 7A).

**Fig. 7.**
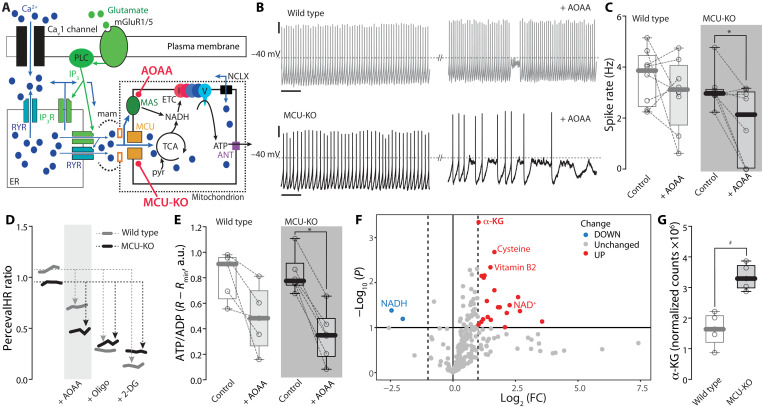
In MCU-KO neurons, firing is sustained by increased reliance on MAS. (**A**) Cartoon illustrating the pathways through which Ca^2+^ regulates mitochondrial ATP production, either by entering the mitochondrial matrix via MCU and stimulating the TCA cycle or by stimulating the MAS, which can transfer cytosolic reducing equivalents into the mitochondria, where they can be used to fuel OXPHOS; the target of the MAS inhibitor AOAA (5 mM) is indicated. (**B**) Representative perforated-patch current clamp recording of spontaneous firing in wild-type (top) and MCU-KO (bottom) SNc neurons before and 15 min after bath application of AOAA (5 mM); scale bars, 10 mV, 2 s. (**C**) Quantification of the effect of 5 mM AOAA on firing on wild-type and MCU-KO SNc neurons (wild type: *n* = 8, *N* = 7; MCU-KO: *n* = 8, *N* = 5; *P* = 0.0195, one-tailed Wilcoxon matched-pairs signed rank test). (**D**) Representative 2PLSM ratio imaging time series showing the effect of bath application of AOAA (5 mM) followed by oligomycin (10 μM) and substitution of glucose with 2-DG on PercevalHR ratio in SNc dopaminergic neurons from wild-type (gray) and MCU-KO (black) neurons. (**E**) Quantification of the effect of AOAA (5 mM) on ATP/ADP ratio in wild-type and MCU-KO SNc neurons expressing PercevalHR (wild type: *n* = 5, *N* = 3; MCU-KO: *n* = 6, *N* = 4; *P* = 0.032, two-tailed Wilcoxon matched-pairs signed rank test). (**F**) Metabolites significantly changed in SNc tissue from MCU-KO mice versus wild-type mice (*N* = 5 for each group) identified by volcano plot, with fold change threshold (*x* axis) 2 and *t* test threshold (*y* axis) 0.1. Both fold changes and *P* values are log-transformed. (**G**) α-KG levels in wild-type and MCU-KO SNc tissue (*N* = 5 for each group. ^#^Statistical significance is based on (F). Box plots indicate first and third quartiles, thick center lines represent medians, and whiskers indicate the range. *P < 0.05.

If compensatory MAS activity accounts for the modest effects of MCU deletion, then its inhibition should have a more profound effect on dopaminergic neurons lacking the MCU than in controls. To test this hypothesis, aminooxyacetic acid (AOAA; 5 mM), which inhibits MAS by blocking aspartate aminotransferase (*48*), was used. In wild-type neurons, bath application of AOAA did not significantly change spike rate, suggesting that the MAS was not necessary for cytosolic ATP maintenance (Fig. 7, B and C). In contrast, MAS inhibition significantly slowed spiking in MCU-KO dopaminergic neurons—completely silencing some and driving them to a relatively depolarized membrane potential (Fig. 7, B and C). Consistent with this effect on spiking, MAS inhibition in MCU-KO neurons induced a more profound drop in cytosolic ATP/ADP ratio than in wild-type neurons (Fig. 7, D and E). These results suggest that MCU-mediated Ca^2+^ entry into the mitochondrial matrix and Ca^2+^-stimulated MAS activity work in tandem to support the ATP production necessary to support repetitive spiking in SNc dopaminergic neurons.

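The malate-aspartate shuttle was represented by 7 genes, all of which were tested, and 0 had an adjusted p or an unadjusted p under 0.05 between MCU-KO and wild type (edgeR's quasi-likelihood test). Mdh1 had 52179 ± 5218 normalized counts (SD, n = 8 mice) in wild type and 49380 ± 7440 (SD, n = 8) in MCU-KO, and its log2 fold change of −0.08 had a 95% confidence interval from −0.26 to 0.10. The 95% confidence intervals of Mdh2 (−0.23 to 0.16), Got1 (−0.29 to 0.09), Slc25a11 (−0.34 to 0.18) and Slc25a12 (−0.28 to 0.24) also included 0. The smallest p was that of Got2, the mitochondrial aspartate aminotransferase, with 3474 ± 532 normalized counts (SD, n = 8) in wild type and 2950 ± 525.7 (SD, n = 8) in MCU-KO and a 95% confidence interval of the log2 fold change from −0.49 to 0.02. Slc25a13 was low, with 77.3 ± 87.4 normalized counts (SD, n = 8) in wild type and 118 ± 134 (SD, n = 8) in MCU-KO. Its 95% confidence interval was −2.12 to 3.35. The mean of log2 CPM over the 7 genes was 7.62 ± 0.43 (SD, n = 8) in wild type and 7.63 ± 0.53 (SD, n = 8) in MCU-KO (p = 0.956, exact permutation test, two-sided). Of the 7 genes, 6 were lower in MCU-KO, and Slc25a13 was higher and had no counts in 3 wild-type mice and 1 MCU-KO mouse. With only the genes that had at least 10 counts in every mouse, which left out Slc25a13, the difference of means was −0.095 (p = 0.223, exact permutation test), and with the median over the 7 genes it was −0.097 (p = 0.458, exact permutation test).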

Although the MAS played a more substantial regulatory role in MCU-KO neurons, the expression of MAS-related genes was unchanged in MCU-KO neurons (fig. S9A). Another way in which MAS activity might be up-regulated is by increasing the availability of α-ketoglutarate (α-KG)—a key MAS substrate (*49*). Metabolomic analysis revealed a robust elevation in α-KG concentration in the SNc of MCU-KO mice (Fig. 7, F and G).

To further assess the interplay of the MCU and MAS in regulating cytosolic ATP levels and spiking, glucose was replaced by β-hydroxybutyrate (β-HB) in the solution bathing neurons (3.5 mM). This switch disrupts glycolysis and the MAS but enables the TCA cycle to continue (Fig. 8A) (*50*). The basal spiking rate of MCU-KO dopaminergic neurons was not affected by β-HB substitution, while wild-type neurons displayed a small, but consistent, increase in rate (Fig. 8, B to E). However, when neurons were driven to spike above their basal rate, the impact of MCU deletion emerged. In perforated-patch recordings, intrasomatic current injection led to acceleration in spiking rate in both wild-type and MCU-KO neurons (Fig. 8F). However, unlike wild-type neurons, MCU-KO neurons were unable to sustain their elevated spiking rate (Fig. 8, F and G, and fig. S10A). Somewhat unexpectedly, the cytosolic ATP/ADP ratio measured every 5 min was very similar in wild-type and MCU-KO neurons throughout the period of current injection (Fig. 8H).

**Fig. 8.**
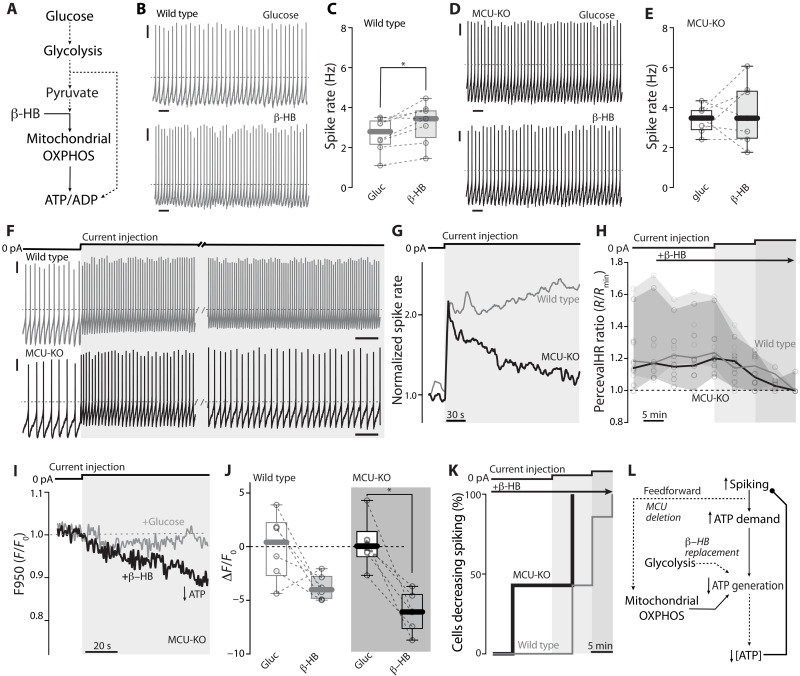
Bioenergetic deficiency in MCU-KO neurons relying on a mitochondrial-selective substrate. (**A**) Schematic illustrating the substitution of glucose with mitochondrial substrate β-HB (3.5 mM). (**B**) Representative perforated-patch recordings of wild-type neurons before and after (15 min) the substrate change. (**C**) Spike rate in wild-type neurons in glucose and β-HB aCSF (*n* = 8, *N* = 8; *P* = 0.0156, two-tailed Wilcoxon matched-pairs signed rank test). (**D**) Representative perforated-patch recordings of MCU-KO neurons before and after (15 min) the substrate change. (**E**) Spike rate in MCU-KO neurons in glucose and β-HB aCSF (*n* = 7, *N* = 7). (**F**) Representative perforated-patch recordings from wild-type (top, gray) and MCU-KO (bottom, black) neurons in β-HB aCSF at the onset and after 4 min of the depolarizing step. (**G**) Representative plots of normalized spike rate for wild-type (gray) and MCU-KO (black) neurons during the depolarizing step in β-HB aCSF. (**H**) PercevalHR ratio during the substrate change and depolarizing steps for wild-type (gray) and MCU-KO (black) SNc neurons; medians, range, and individual points are depicted (both *n* = 7, *N* = 7). (**I**) Representative PercevalHR F950 traces for MCU-KO neurons in glucose (gray) and β-HB aCSF (black) upon depolarization step. (**J**) Drop in PercevalHR F950 upon stimulation in glucose and β-HB aCSF for wild-type and MCU-KO neurons (both *n* = 6, *N* = 6; *P* = 0.0312, two-tailed Wilcoxon matched-pairs signed rank test). (**K**) Cumulative probability plots of cells spontaneously decreasing spike rate at different time points for wild-type (gray) and MCU-KO (black) neurons during the substrate change and depolarizing steps (both *n* = 7, *N* = 7; *P* = 0.009, Mantel-Cox test). (**L**) Schematic illustrating how MCU deletion combined with a mitochondria-selective substrate uncovers a bioenergetic deficit in SNc neurons. (B, D, and F) Scale bars, 10 mV, 1 s; dashed gray line, −40 mV. (F to K) Depolarizing steps, 50 pA. Box plots indicate first and third quartiles, thick center lines represent medians, and whiskers indicate the range. *P < 0.05.

One interpretation of this result is that MCU-KO neurons engaged a feedback mechanism to slow spiking when ATP production failed to keep pace with demand. This type of mechanism would keep the cytosolic ATP/ADP ratio from dropping precipitously—much like what was seen when neurons were stimulated in the presence of isradipine (Fig. 5, B to F). If this was the case, then the ATP/ADP ratio should at least transiently decline following stimulation. To test this hypothesis, wild-type and MCU-KO SNc dopaminergic neurons were induced to express PercevalHR (as described above) and then recorded from using perforated-patch methods in ex vivo brain slices bathed in β-HB rather than glucose. To get better time resolution with PercevalHR, only fluorescence evoked by 950 nm illumination was measured to estimate the relative ATP concentration (*17*). As predicted, intrasomatic current injection produced a rapid decline in cytosolic ATP concentration in MCU-KO neurons relying upon β-HB and the TCA cycle alone (Fig. 8, I and J). There also was a trend for cytosolic ATP levels to decline with stimulation in wild-type neurons, but this trend did not reach statistical significance (Fig. 8J and fig. S10B). As shown in a survival plot of spiking rate (Fig. 8K), MCU-KO neurons manifested a greater sensitivity to β-HB substitution than did wild-type neurons. Again, these results are consistent with the hypothesis that the MCU is a key element in the feedforward signaling mechanism helping to match anticipated ATP demand to ATP generation, which is critical to sustained spiking (Fig. 8L).

## DISCUSSION

The studies presented demonstrate that plasma membrane Ca_v_1 Ca^2+^ channels trigger an intracellular Ca^2+^ signaling cascade that engages ER RYRs to stimulate mitochondrial ATP synthesis to help meet the bioenergetic demand accompanying regenerative activity in SNc dopaminergic neurons. RYR-dependent Ca^2+^ release stimulated mitochondrial OXPHOS by increasing Ca^2+^ flux into the matrix through the MCU, as well as by elevating the activity of the MAS. In so doing, this tandem feedforward pathway enabled SNc dopaminergic neurons to sustain cytosolic ATP levels and regenerative activity (spiking) in response to prolonged excitatory drive. Given the importance of basal ganglia dopamine release to sequential, goal-directed movement, this regulatory network is very likely to have been of survival value and, hence, selected for by evolution. However, this design may also put SNc dopaminergic neurons at risk for mitochondrial dysfunction with aging, environmental toxins, and genetic mutations associated with PD.

### A role for Ca_v_1.3 channels in bioenergetic control

For roughly 30 years, the prevailing view has been that Ca^2+^ flux through Ca_v_1 channels provides a subthreshold, depolarizing current that helps create the negative slope conductance region necessary for autonomous pacemaking in SNc dopaminergic neuron (*41*, *42*, *51*). The evidence for this conclusion was based on the ability of dihydropyridines (DHPs), which are NAMs of Ca_v_1 channels to stop pacemaking and to suppress membrane potential oscillations in the presence of the Na_v_1 Na^+^ channel blocker tetrodotoxin (*52*, *53*). Because SNc dopaminergic neurons coexpress both high voltage–activated Ca_v_1.2 channels and low voltage–activated Ca_v_1.3 channels (*54*, *55*), this subthreshold electrogenic role has been ascribed specifically to Ca_v_1.3 channels (*42*). However, when intracellular ATP concentrations are clamped by whole-cell dialysis, inhibition of both Ca_v_1.2 and Ca_v_1.3 channels with channel-specific DHP concentrations does not slow basal pacemaking despite blunting intracellular Ca^2+^ oscillations (*19*).

While our results do not exclude the possibility that inward current carried by Ca_v_1 channels contributes to electrogenesis at spiking rates above baseline, they point clearly to an alternative function in bioenergetic control. In all neurons, regenerative activity dissipates Na^+^, K^+^, and Ca^2+^ gradients that must be restored by ATP-dependent pumps and transporters (*1*, *56*). Computational studies suggest that even modest deficits in mitochondrial ATP production can compromise the ability of neurons to maintain these ionic gradients when neurons are driven to spike repetitively (*3*). Our results show that the capacity of mitochondria to produce ATP is continuously tuned to match demand by the activity-dependent opening of Ca_v_1 channels. When the coupling between Ca_v_1 channels and mitochondria was broken, either pharmacologically or genetically, SNc dopaminergic neurons were not able to sustain their cytosolic ATP/ADP ratio when driven to spike at rates above baseline. This bioenergetic deficit increased the irregularity of spiking and, as it worsened, caused cessation of spiking and membrane depolarization—as predicted by a failure to maintain adequate Na^+^/K^+^ ATPase activity (*3*). This phenomenon resembles the depolarization block observed in dopaminergic neurons treated with antipsychotics and overexcitation (*57*, *58*). The inference that this deficit had bioenergetic, as opposed to electrogenic, origins was also supported by the ability of elevated concentrations of extracellular glucose, which increases glycolytic ATP production, to reverse the effects of Ca_v_1 channel inhibition on spiking rate and regularity.

Another set of observations support the inference that Ca_v_1 channels control mitochondrial OXPHOS in SNc dopaminergic neurons. Deletion of the gene coding for the Ndufs2 subunit of mitochondrial complex I (MCI) results in a profound disruption in OXPHOS and an up-regulation in glycolysis (*39*). This perturbation, which makes mitochondrial OXPHOS unresponsive to Ca^2+^ signaling, results in down-regulation of Ca_v_1 channel expression, shortening of action potentials, and a profound reduction in spike-linked cytosolic Ca^2+^ transients in SNc dopaminergic neurons (*39*)—pointing to a pivotal role for Ca_v_1 channels in metabolic regulation. Going forward, it will be important to define the relative roles of Ca_v_1.2 and Ca_v_1.3 Ca^2+^ channels in this bioenergetic control mechanism.

### A key role for RYRs in metabolic coupling

The coupling of Ca_v_1 channels to regulation of mitochondrial OXPHOS in SNc dopaminergic neurons was mediated by a mechanism similar to that described in muscle cells (*59*, *60*). In muscle cells, the close physical proximity between RYRs and the cytoplasmic domain of Ca_v_1 channels allows Ca^2+^ flux through them to efficiently couple spike activity to RYR-dependent CICR. This coupling was evident in SNc dopaminergic neurons too, as inhibition of RYR opening cut the cytoplasmic Ca^2+^ transient induced by Ca_v_1 channel opening nearly in half. While in principle this linkage creates a way in which Ca_v_1 channels might regulate ER function, spike-dependent RYR opening did not measurably alter luminal Ca^2+^ concentration assessed with the CEPIA probe. It is possible that there were local changes in ER Ca^2+^ content that were not detected, but it is also likely that the ER Ca^2+^ flux was not great enough to noticeably reduce the heavily buffered ER Ca^2+^ concentration (*61*).

CICR can generate a propagating Ca^2+^ wave in the ER, linking spatially separated regions of the cell (*62*). In SNc dopaminergic neurons, RYR-dependent Ca^2+^ release functionally coupled plasma membrane Ca_v_1 channels to mitochondria that are commonly docked to the ER at specialized junctions or MAMs (*28*, *63*). The relationship between spike rate and somatic mitochondrial matrix Ca^2+^ measured with mito-GCaMP6 was roughly linear. In dendrites, this relationship was steeper at low discharge rates and then plateaued. Ca^2+^ entry into the mitochondrial matrix through the MCU is an important positive modulator of the TCA cycle and OXPHOS (*37*, *43*). The subcellular differences may reflect an adjustment in mitochondrial coupling to match regional variation in the bioenergetic cost of a spike; as the ratio of membrane surface area to cytoplasmic volume is higher in dendrites, the cost of actively propagated spikes per mitochondrial unit should be higher if mitochondrial density is uniform (*64*). The subcellular differences in mitochondrial Ca^2+^ loading (Figs. 2G and 3E) parallel estimates of mitochondrial matrix oxidant stress in these neurons (*15*, *65*), underscoring the link between mitochondrial Ca^2+^, OXPHOS, and oxidant stress. This relationship was not seen in neighboring VTA dopaminergic neurons (Fig. 2F) (*15*, *65*). Although our focus was on regenerative activity, this difference might also reflect other activity-dependent dendritic bioenergetic demands, such as transmitter release and sequestering dopamine (*66*).

### A tandem Ca^2+^ couple to mitochondrial OXPHOS

As important as MCU-mediated Ca^2+^ flux into the mitochondrial matrix appears to be, knocking the MCU out of SNc dopaminergic neurons had very modest effects on cytosolic ATP/ADP ratio and the ability to sustain repetitive spiking. Similarly, previous studies probing the bioenergetic impact of MCU deletion on nonneuronal cells have found clear effects of MCU deletion only in metabolically demanding situations, like those induced by strenuous exercise (*18*, *67*–*69*). In large part, this resilience is attributable to the engagement of the MAS. ER Ca^2+^ release stimulates the MAS component Aralar in the intermembrane space and increases shuttling of reducing equivalents generated through glycolysis to mitochondria (*70*, *71*). Although there were no significant changes in the expression of MAS-related genes following MCU deletion, when matrix Ca^2+^ uptake is blunted, α-KG—a MAS substrate—–rises, boosting the shuttling of reducing equivalents for the ETC (*49*, *72*). Consistent with an inferred compensation, in MCU-KO neurons, α-KG was elevated, and disrupting MAS function with AOAA led to a drop in the cytosolic ATP/ADP ratio, membrane depolarization, and cessation of spiking.

This tandem, Ca^2+^-dependent regulation of mitochondrial OXPHOS endows SNc dopaminergic neurons with a flexible and robust feedforward control system that couples spiking, which is an excellent predictor of bioenergetic needs, and ATP production. SNc dopaminergic neurons were resistant to perturbations in either one of these mitochondrial control networks, despite the clear-cut reliance upon OXPHOS for ATP production. This dual control should also help SNc dopaminergic neurons maintain adequate ATP production in the face of changing energy sources. For example, metabolism of alternative energy substrates, including ketone bodies and lactate transferred from astrocytes (*50*, *73*), appeared to be effectively managed by Ca^2+^ stimulation of the TCA cycle, as glucose substitution with β-HB only affected spiking in the absence of the MCU. This flexibility is likely crucial in natural environments, where food varies in composition and availability. It is likely that in this situation (in contrast to the laboratory environment), the ability of the MAS to compensate for MCU deletion would be limited, as the MAS relies upon reducing equivalents generated by glycolysis.

Although this feedforward control system is very likely to be a common feature of excitable cells, its “gain” appears to be relatively high in SNc dopaminergic neurons and in other neurons with a similar phenotype. 

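In the 8 wild-type mice, Micu3 (chromosome 8, 40307458 to 40386308 of GRCm38) had 3627 ± 645 normalized counts (SD, n = 8) and was above 90.8% of the 12390 genes tested. Its counts exceeded those of Micu2 in 8 of 8 mice, by a log2 ratio of 3.30 ± 0.85 (SD, n = 8), with p = 0.0078 (exact sign-flip permutation test, two-sided), the smallest p that 8 mice allow. Per kb of exon length, this log2 ratio was 2.29. Atp2a3, which encodes SERCA3 (chromosome 11, 72961169 to 72993044), had 630 ± 200 normalized counts (SD, n = 8) and was above 54.5% of the genes tested. It was below Atp2a2, which encodes SERCA2, in 8 of 8 mice, with a log2 ratio of −2.92 ± 0.77 (SD, n = 8) and the same exact p. Per kb of exon length, the log2 ratio of Atp2a3 to Atp2a2 was −2.71. No other cell type was sequenced here, so these ratios do not say whether Micu3 or Atp2a3 is high relative to other cells.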

SNc dopaminergic neurons not only robustly express Ca_v_1 channels that open before and during spiking (*41*) but also have low intrinsic Ca^2+^ buffering (*74*), high expression of MICU3 [a high-affinity Ca^2+^ sensor of the MCU complex (*75*, *76*)], and high expression of the low-affinity isoform of SERCA (SERCA3) (fig. S8) (*77*). Noradrenergic neurons in the locus coeruleus (LC), which have many of the same physiological and anatomical traits (*78*, *79*), also respond to DHP inhibition of Ca_v_1 channels with a similar disruption of spiking when recorded with methods that do not perturb their metabolism (*79*). While our functional assays used spiking to assess the extent to which neurons were bioenergetically compromised by disrupting feedforward control, it is highly likely that a wide array of anabolic and catabolic processes was compromised as well (*80*, *81*). Furthermore, the bioenergetic demands of these cellular processes, both at baseline and during periods of high activity, may be particularly large in neurons that have extensive axonal arbors, such as SNc dopaminergic and LC noradrenergic neurons, creating a condition in which the “spare capacity” of OXPHOS is very limited, underscoring the functional importance of a dynamic OXPHOS control mechanism (*14*, *82*, *83*).

### Metabolic control and antagonistic pleiotropy

As important as feedforward control of mitochondrial OXPHOS is for meeting the bioenergetic needs of SNc dopaminergic neurons during stimulated activity, there are negative consequences as well that may manifest themselves with aging (*14*, *84*). The cardinal motor symptoms of PD are caused by the aging-dependent degeneration of SNc dopaminergic neurons. A hallmark of the SNc in PD patients is the accumulation of mitochondrial DNA deletions and other signs of sustained oxidant stress, such as the loss of MCI function (*85*–*88*). Loss of MCI function is sufficient to trigger a progressive, human-like form of levodopa-responsive Parkinsonism in mice (*39*). Ca_v_1 channel–mediated feedforward control of mitochondrial OXPHOS in SNc dopaminergic neurons may be primary driver of mitochondrial damage in PD. While the generation of reactive oxygen species and oxidant stress is an inevitable consequence of OXPHOS, it is exacerbated by stimulation of the ETC in the absence of dissipative MCV activity (*89*). That is, when the ETC is stimulated in the absence of ATP demand, oxidant stress rises. Feedforward stimulation of the ETC in anticipation of bioenergetic demand is likely to increase this mismatch. Ca_v_1 channel signaling increases basal mitochondrial oxidant stress in SNc dopaminergic neurons (*15*, *25*). In animal models, systemic DHP administration, which blunts feedforward signaling, substantially diminishes mitochondrial damage and turnover (*25*). Moreover, epidemiological studies have consistently found that human use of DHPs diminishes the risk of developing PD, and recent reanalyses of clinical trial data with the DHP isradipine are consistent with a protective, disease-modifying effect (*90*–*96*). Although partial inhibition of Ca_v_1 Ca^2+^ channels and feedforward control of mitochondrial OXPHOS may compromise the ability of SNc dopaminergic neurons to mobilize basal ganglia circuitry and promote rapid, goal-directed movement in stressful circumstances, this trade-off would seem to be an acceptable one for most of society, particularly with aging. In building out the mechanistic connection between Ca_v_1 channels, mitochondria, and PD risk, our studies have identified other potential disease-modifying targets.

## MATERIALS AND METHODS

### Animals

C57/BL6, B6.SJL-Slc6a3tm1.1(5 cre)Bkmn/J (DAT-Cre) (*97*), and MCU^fl/fl^ (*18*) mice were bred in-house and used with the approval by Northwestern University Animal Care and Use Committee and in accordance with the National Institutes of Health (NIH) *Guide for the Care and Use of Laboratory Animals*. Mice were group-housed with food and water ad libitum on a 12-hour light/dark cycle with temperatures of 65° to 75°F and 40 to 60% humidity. MCU^fl/fl^ mice were bred with DAT-Cre mice to obtain DAT-Cre^+/−^ MCU^fl/fl^ and DAT-Cre^−/−^ MCU^fl/fl^ mice (“MCU-KO” and “wild type”). For RiboTag experiments, DAT-Cre^+/−^ mice, generated breeding DAT-Cre^+/+^ and C57/BL6 mice, were used as controls for DAT-Cre^+/−^ MCU^fl/fl^ mice. C57/BL6 mice were sacrificed for experiments between postnatal day 26 (p26) and p40, while MCU-KO mice (and corresponding controls) were sacrificed for experiments between p40 and p50, and at 1 year for behavioral experiments.

### Virus generation

PCR-amplified sequences for GCaMP6s (*16*), 2mt-GCaMP6m (*29*), G-CEPIA1er (*27*), PercevalHR (*17*), and mito-roGFP (*98*) were subcloned into Eco RI and Sal I restriction sites of the pFB-TH-SV40 vector and packaged into recombinant AAVs, serotype 9, titers ~2 × 10^13^ vp (viral particles)/ml (Virovek).

### Stereotaxic surgery

An isoflurane precision vaporizer (Smiths Medical PM) was used to anesthetize mice. Mice were then placed on a stereotaxic frame (David Kopf Instruments), with a Cunningham adaptor (Harvard Apparatus) to maintain anesthesia delivery during surgery. The skull was exposed, and a small hole was drilled at the desired injection site. The following stereotaxic coordinates were used: SNc, 3.1 and 1.3 mm posterior and lateral to bregma, at a depth of 4.5 mm from dura; dorsolateral striatum, 0.34 and 2.5 mm anterior and lateral to bregma, at a depth of 3 mm from dura. The Allen Mouse Brain Atlas, online version 1, 2008 (https://atlas.brain-map.org/) was used as a reference for the coordinates and generating diagrams.

For each mouse, the distance between bregma and lambda was calculated and used to adjust the coordinates. For AAV injections, ~350 nl of viral vector was delivered using a glass micropipette (Drummond Scientific) pulled with a P-97 glass puller (Sutter Instruments). Surgery for imaging experiments was performed unilaterally, and surgeries for RiboTag tissue collection were executed bilaterally. Experiments were performed after at least 10 postoperative days; tissue collection for RiboTag was performed 4 weeks after injection.

### Ex vivo slice preparation

Mice were terminally anesthetized with a mixture of ketamine (50 mg/kg) and xylazine (4.5 mg/kg) and transcardially perfused with ice-cold modified artificial cerebrospinal fluid (aCSF) (“slicing solution,” containing 49.14 mM NaCl, 2.5 mM KCl, 1.43 mM NaH_2_PO_4_, 25 mM NaHCO_3_, 25 mM glucose, 99.32 mM sucrose, 10 mM MgCl_2_, and 0.5 mM CaCl_2_); after decapitation, the brain was removed and sectioned in 220-μm-thick coronal slices using a vibratome (VT1200S, Leica Microsystems) in the same slicing solution.

Slices were transferred into a holding chamber containing recording aCSF (“physiological glucose aCSF,” containing 135.75 mM NaCl, 2.5 mM KCl, 1.25 mM NaH_2_PO_4_, 25 mM NaHCO_3_, 2 mM CaCl_2_, 1 mM MgCl_2_, and 3.5 mM glucose). Slices were allowed to recover for 30 min at 34°C and then kept at room temperature for at least 15 min before starting the experiments.

For specific experiments, aCSF was modified by replacing glucose (3.5 mM) with the same concentration of alternative substrates: 2-DG (3.5 mM, Sigma-Aldrich) and β-HB (3.5 mM, Sigma-Aldrich). High-glucose aCSF contained 125 mM NaCl, 2.5 mM KCl, 1.25 mM NaH_2_PO_4_, 25 mM NaHCO_3_, 2 mM CaCl_2_, 1 mM MgCl_2_, and 25 mM glucose. When comparing the effect of acute transition from low- to high-glucose aCSF, a modified low-glucose aCSF was adopted where glucose was partially substituted with sucrose to preserve osmolarity without changing the NaCl concentration: 125 mM NaCl, 2.5 mM KCl, 1.25 mM NaH_2_PO_4_, 25 mM NaHCO_3_, 2 mM CaCl_2_, 1 mM MgCl_2_, 3.5 mM glucose, and 21.5 mM sucrose.

All solutions were pH 7.4 and ~310 mOsm, and continually bubbled with 95% O_2_ and 5% CO_2_. For isradipine preincubation experiments, after recovery, slices were transferred to a holding chamber containing physiological glucose aCSF with 0.5 μM isradipine for at least 1 hour before starting the experiments.

### 2PLSM optical workstation description

The laser scanning optical workstation embodies an Ultima dual-excitation-channel scan head (Bruker Nano Fluorescence Microscopy Unit). The foundation of the system is the Olympus BX-51WIF upright microscope with an LUMPFL 60×/1.0 NA (numerical aperture) water-dipping objective lens. The automation of the XY stage motion, lens focus, and manipulator XYZ movement was provided by FM-380 shifting stage, axial focus module for Olympus scopes, and manipulators (Luigs & Neumann). Cell visualization and patching were made possible by a variable magnification changer, calibrated to 2× (100-μm field of view) as defined by the LSM bright-field transmission image, supporting a 1-megapixel USB3.0 complementary metal-oxide semiconductor (CMOS) camera (DCC3240M, Thor Labs) with ~30% quantum efficiency around 770 nm. Olympus NIR-1 band-pass filter, 770 nm/100 nm, and μManager (*99*) software were used with the patch camera. The electrical signals were sent and collected with a 700B patch clamp amplifier, and MultiClamp Commander software with computer input and output signals was controlled by Prairie View 5.3-5.5 using a National Instruments PCI-6713 output card and PCI-6052e input card.

The 2P excitation (2PE) imaging source was a Chameleon Ultra1 series tunable wavelength (690 to 1040 mm, 80 MHz, ~250 fs at sample) Ti: sapphire laser system (Coherent Laser Group); the excitation wavelength was selected on the basis of the probe being imaged (see below). Each imaging laser output is shared (equal power to both sides) between two optical workstations on a single anti-vibration table (TMC). Workstation laser power attenuation was achieved with two Pockels’ cell electro-optic modulators (models M350-80-02-BK and M350-50-02-BK, Con Optics) controlled by Prairie View 5.3-5.5 software. The two modulators were aligned in series to provide enhanced modulation range for fine control of the excitation dose (0.1% steps over 5 decades), to limit the sample maximum power, and to serve as a rapid shutter during line scan or time series acquisitions.

The 2PE generated fluorescence emission was collected by non–de-scanned photomultiplier tubes (PMTs). Green channel (490 to 560 nm) signals were detected by a Hamamatsu H7422P-40 select GaAsP PMT. Red channel (580 to 630 nm) signals were detected by a Hamamatsu R3982 side on PMT. Dodt-tube–based transmission detector with Hamamatsu R3982 side on PMT (Bruker Nano Fluorescence) allowed cell visualization during laser scanning. Scanning signals were sent and received by the National Instruments PCI-6110 analog-to-digital converter card in the system computer (Bruker Nano Fluorescence). All XY images were collected with a pixel size of 0.195 μm, a pixel dwell time of 12 μs, and a frame rate of 3 to 4 fps (frames per second).

### Ex vivo Ca^2+^ 2PLSM measurements

Slices were transferred to a recording chamber and continuously perfused with aCSF at 32° to 33°C (unless otherwise specified). A laser wavelength of 920 nm was used for GCaMP6s, mito-GCaMP6, and G-CEPIA1er experiments. Alternatively, brightness over time (BOT) continuous measurements were collected during experiments with acute stimulation.

To calibrate the dynamic range of GCaMP6s, mito-GCaMP6, and G-CEPIA1er probes in the experiments, slices were perfused with Ca^2+^-free aCSF (CaCl_2_ was substituted with MgCl_2_, for a total of 3 mM MgCl_2_) + 0.5 mM EGTA and 1 μM ionomycin to obtain *F*_min_, followed by aCSF (with total 3 mM CaCl_2_) + 1 μM ionomycin to obtain *F*_max_.

Time series and BOT data were analyzed offline, and fluorescence measurements in multiple regions of interest (ROIs) were evaluated, with a separate background ROI value subtracted. Measurements are presented as *F* − *F*_min_, where *F*_min_ is the minimum fluorescence obtained in Ca^2+^-free aCSF + ionomycin. Semiquantitative estimations of Ca^2+^ levels were calculated as the percentage of the dynamic range of the probe (% of MAX). The mitoGCaMP6 experiments comparing somatic and dendritic mitochondria were performed at room temperature. For mito-GCaMP6 experiments combined with perforated-patch electrophysiological recordings (see below), continuous BOT measurements were performed and the minimum fluorescence was obtained by silencing the cell by injecting hyperpolarizing currents.

### Ex vivo redox 2PLSM measurements

Mito-roGFP experiments were performed using an excitation wavelength of 920 nm, as previously described (*15*). Briefly, time series images were acquired with 60 frames obtained over ~20 s. The dynamic range of the probe was determined by bath applying 2 mM dithiothreitol, a reducing agent, followed by 200 μM aldrithiol, an oxidizing agent, to determine the fluorescence intensities of the probe at minimal and maximal oxidation for each cell. Time series were analyzed offline, multiple ROIs were measured, the background ROI value was subtracted, and then the relative oxidation was calculated.

### Ex vivo ATP/ADP 2PLSM measurements

For the excitation ratio probe PercevalHR, ATP/ADP ratio measurements of two excitation wavelengths, 950 nm for ATP and 820 nm for ADP, were used in rapid succession for each acquisition time point and two time series of five frames (1.25 to 1.7 s long) were acquired for each wavelength. Time series were analyzed offline, a cytosolic and a background ROIs were measured, the background signal was subtracted, and the ATP/ADP ratio (950:820) was calculated for each ratio pair time point.

The contribution of mitochondria to the bioenergetic status of each cell (OXPHOS index) was estimated comparing the drop in the PercevalHR ATP/ADP ratio induced by bath application of 10 μM oligomycin (Sigma-Aldrich) and the minimum ratio obtained in a modified aCSF where glucose was substituted with the nonhydrolyzable 2-DG (see above) plus 10 μM oligomycin. For experiments with other pharmacological manipulations, the ATP/ADP ratio is presented as *R* − *R*_min_, where *R* is the ratio measured at the time point of interest and *R*_min_ is the minimum ratio obtained in 2-DG aCSF + 10 μM oligomycin. For PercevalHR experiments combined with perforated-patch electrophysiological recordings (see below) where the acute effect of current injection was analyzed, only the ATP-sensitive wavelength (950 nm) was used as images were continuously collected as a BOT series.

### Electrophysiology and Fura-2 2PLSM Ca^2+^ imaging

Slices were transferred in a recording chamber on an Olympus BX51 upright microscope and perfused with oxygenated aCSF as described above. Patch pipettes were pulled from thick-walled borosilicate glass on a Sutter P-1000 puller; pipette resistance was 2.5 to 5 megohms. Electrophysiological recordings were obtained using a MultiClamp 700B amplifier. For most recordings, electrophysiological signals were filtered at 1 to 4 kHz and digitized at 10 kHz. The liquid junction potential in the recording aCSF was 9.6 mV and corrected for.

For experiments performed in perforated-patch configuration, pipettes were front-filled using a potassium-based internal solution containing 126 mM KMeSO_4_, 14 mM KCl, 10 mM Hepes, 1 mM EGTA, 0.5 mM CaCl_2_, and 3 mM MgCl_2_; pH was adjusted to 7.25 to 7.3 with KOH, osmolarity 280 to 300 mOsm; Alexa Fluor 594 hydrazide (25 μM; Thermo Fisher Scientific) was added to the internal solution. The pipette was then back-filled with the same solution containing gramicidin D (20 μg/ml; Sigma-Aldrich), as in (*100*). After obtaining a gigaseal, cells were left to perforate until the spike height approached 0 mV before data collection began. Electrophysiological recordings were normally coupled with 2PLSM experiments, with the settings indicated above for the different genetically encoded probes. In addition, the Alexa Fluor 594 fluorescence was monitored using 820 nm as excitation wavelength. Rapid jumps in the observed voltage values or the appearance of Alexa Fluor 594 signal inside the patched cell indicated that break-in had occurred, after which the recording was stopped.

For Fura-2 imaging, conventional tight-seal whole-cell patch-clamp recordings were made from SNc dopaminergic neurons. The patch electrode solution contained 135 mM KMeSO_4_, 5 mM KCl, 5 mM Hepes, 10 mM Na_2_PCr (phosphocreatine disodium), 2 mM ATP-Mg, and 0.5 mM guanosine triphosphate (GTP)–Na, pH ~ 7.3 and osmolarity 290 to 300 mOsm, with addition of Fura-2 (100 μM).

A 780-nm laser wavelength was used to perform 2PLSM Fura-2 Ca^2+^ imaging using line scan acquisitions with 0.195-μm pixels and 12-μs dwell time, and [Ca^2+^] was estimated using the following equation: [Ca^2+^] = *K*_d_ [1 − *f*(*t*)/*f*_max_]/[*f*(*t*)/*f*_max_ − 1/*R*_f_], as previously described (*25*). A *K*_d_ of 200 nM and *R*_f_ of 20 were assumed and used.

### Immunofluorescence and confocal imaging

Fixed tissue was prepared by transcardially perfusing terminally anesthetized mice (see above) with phosphate-buffered saline (PBS; Sigma-Aldrich) immediately followed by 4% paraformaldehyde (PFA; diluted in PBS from a 16% stock solution; Electron Microscopy Sciences). The brain was then removed and transferred into PFA solution for 1 to 4 hours before being thoroughly rinsed and stored in PBS at 4°C. Fixed brains were then sectioned into 50- to 60-μm-thick coronal slices on a Leica VT1200S vibratome and collected in PBS.

Sections were bathed in a permeabilization solution (0.5% Triton X-100 in PBS) for 15 min, quickly washed with PBS, and then bathed in blocking solution [10% normal goat serum (NGS) and 0.25% Triton X-100 in PBS] for 30 min before primary antibodies, diluted at the appropriate concentration in the same blocking solution, were applied overnight at 4°C.

The following primary antibodies were used: anti-TH (mouse, Immunostar 22941, 1:1000), anti-GFP (rabbit, Life Technologies, A-11122, 1:1000), anti-GFP (mouse, Millipore, MAB3580, 1:1000), anti-COXIV (rabbit, Proteintech, 11242-1-AP, 1:200), and anti-CRT (rabbit, Pierce, PA3-900, 1:200).

Subsequently, sections were washed three times in PBS and then incubated in secondary antibodies with the desired fluorophores (Alexa Fluor, Life Technologies) diluted (1:500) in PBS with 10% NGS for 1 hour at room temperature. After three washes in PBS, sections were transferred on microscopy slides (VWR) and allowed to dry and mounted with ProLong Diamond (Thermo Fisher Scientific) and #1.5 glass coverslips (VWR).

Mounted sections were stored at 4°C until imaged with an Olympus FV10i confocal laser scanning microscope, using 10×/0.4 (air) or 60×/1.35 (oil) objective. FIJI (NIH) was used to adjust images for brightness, contrast, and pseudo-coloring.

### Fluorogold and transmission electron microscopy

Mice were stereotactically injected into the dorsolateral striatum with 300 nl of 1% Fluorogold (Santa Cruz Biotechnology) dissolved in 0.9% NaCl saline as described above. Six days after surgery, mice were transcardially perfused with PBS, followed by a fixative containing 2% PFA, and 1.25% glutaraldehyde in 0.1 M cacodylate buffer (pH 7.3; Electron Microscopy Sciences). Brains were extracted and incubated overnight with fixative solution and rinsed thoroughly with PBS, and 400-μm midbrain slices were obtained with a Leica VT1200S vibratome.

Upon visual inspection of the slices, a 1 mm by 1 mm square containing the SNc region with the best Fluorogold retrograde labeling was dissected for each brain and transferred back into the fixative solution. Dissected areas were then postfixed in buffered 2% OsO_4_, rinsed and stained in 3% uranyl acetate, dehydrated in ascending ethanol, transitioned with propylene oxide, and embedded in Embed 812 (Electron Microscopy Sciences). A Leica Ultracut UC6 ultramicrotome was then used to section samples. Sections (1 μm thick) were stained with toluidine blue O, and 70-nm sections were collected on 200-mesh copper grids and stained with uranyl acetate and Reynolds lead citrate.

Samples were analyzed with a Tecnai Spirit G2 (FEI Company) transmission electron microscope operated at 80 kHz. SNc dopaminergic neurons were identified cytologically by a ribosome-rich cytoplasm, stacks of ER cisternae (*101*), and the presence of structures indicative of Fluorogold uptake (*102*). Transmission electron microscopy sample preparation and observation were carried out at the Center for Advanced Microscopy at Northwestern University.

### RiboTag profiling

AAVs for expression of RiboTag under a cre-dependent promoter (AAV9-EF1a-DIO-Rpl22l1-Myc-DDK-2A-tdTomato-WPRE, titers 2.24 × 10^13^ viral genomes/ml) were stereotaxically injected into the SNc in DAT-Cre^+/−^ and MCU-KO mice, as described above. Four weeks after injection, mice were sacrificed and the SNc tissue expressing RiboTag was dissected and frozen at −80°C. RiboTag immunoprecipitation was carried out as previously described (*103*). Briefly, tissue was homogenized in cold homogenization buffer [50 mM tris (pH 7.4), 100 mM KCl, 10 mM MgCl_2_, 1 mM dithiothreitol, cycloheximide (100 μg/ml), protease inhibitors, recombinant ribonuclease (RNase) inhibitors, and 1% NP-40]. Homogenates were centrifuged at 10,000*g* for 10 min, and the supernatant was collected and precleared with protein G magnetic beads (Thermo Fisher Scientific) for 1 hour at 4°C, under constant rotation. Immunoprecipitations were carried out with anti-Flag magnetic beads (Sigma-Aldrich) at 4°C overnight with constant rotation, followed by four washes in high-salt buffer [50 mM tris (pH 7.4), 350 mM KCl, 10 mM MgCl_2_, 1% NP-40, 1 mM dithiothreitol, and cycloheximide (100 μg/ml)]. RNA was extracted using RNeasy Micro RNA extraction kit (QIAGEN) according to the manufacturer’s instructions.

### Quantitative real-time PCR

RNA was extracted from the dissected SNc tissue using RNeasy mini kit (QIAGEN). cDNA was synthetized by using the SuperScript IV VILO Master Mix (Applied Biosystems) and preamplified for 10 cycles using TaqMan PreAmp Master Mix and pool of TaqMan Gene Expression Assays (Applied Biosystems). The resulting product was diluted and then used for PCR with the corresponding TaqMan Gene Expression Assay and TaqMan Fast Advanced Master Mix. Data were normalized to Hprt by the comparative CT (2-DDCT) method.

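The Mcu gene lies on the minus strand of chromosome 10, from 59446984 to 59616692 of GRCm38 (GENCODE M21). Its transcript Mcu-202 has 2872 bases in 8 exons. The upper primer ACATACCACGTACGGCCAC lies in exon 4, from 59466463 to 59466481, and in no other annotated Mcu transcript. The lower primer, whose reverse complement on the transcript is ACTGTGCATTGAGCAGCAT, lies in exon 5, from 59456721 to 59456739. The probe ACGCTGAACGACGTGAAGACCC lies in exon 5 as well, from 59456762 to 59456783, and, like the lower primer, also matches Mcu-201. The amplified product of 117 bases spans the junction of exons 4 and 5 and lies within the coding sequence.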

The following TaqMan probes were used for PCR amplification of *hprt* (Mm01318746_g1) and *Mcu* (custom made; up, ACATACCACGTACGGCCAC; low, ATGCTGCTCAATGCACAGT; probe, ACGCTGAACGACGTGAAGACCC) genes.

Experimental Ct values were normalized to hprt values using the following formula: ΔCt = Ct (*Mcu*) − Ct (*hprt*). The final expression levels were shown as ΔCt values.

### RNA sequencing

were trimmed to remove Illumina adapters from the 3′ ends using cutadapt (*104*). Trimmed reads were aligned to the *Mus musculus* genome (mm10) using STAR (*105*). Read counts for each gene were calculated using htseq-count (*106*) in conjunction with a gene annotation file for mm10 obtained from Ensembl (http://useast.ensembl.org/index.html). Normalization and differential expression were calculated using DESeq2, which uses the Wald test (*107*). The cutoff for determining significantly differentially expressed genes was a false discovery rate (FDR)–adjusted *P* value less than 0.05 using the Benjamini-Hochberg method. RNA-seq analysis was performed at the RNASeq Core at Northwestern University.

### Metabolomics

SNc was dissected and snap-frozen on dry ice and stored at −80°C until processed. Acetonitrile/water (80:20) equilibrated to −20°C was pipetted into each sample tube in a volume of 20 μl/mg of tissue (range, 2.4 to 6.1 mg). Tissue was mechanically dissociated by pipetting up and down. Samples were frozen on dry ice and thawed six times, each time followed by pipetting up and down, and then stored at −80°C overnight. Once thawed, samples were vortexed for 1 min and then centrifuged for 30 min at 4°C at 14,000*g*. The supernatant was then transferred to high-performance liquid chromatography (HPLC) tubes and stored at −80°C. Subsequently, samples were analyzed by ultrahigh-performance liquid chromatography and high-resolution mass spectrometry and tandem mass spectrometry, as described previously (*108*). Data acquisition and analysis were carried out by Xcalibur 4.1 software and Tracefinder 4.1 software, respectively (both from Thermo Fisher Scientific). The peak area for each detected metabolite was normalized by the total ion current, which was determined by integration of all the recorded peaks within the acquisition window. Metabolomics services were performed by the Metabolomics Core Facility at Robert H. Lurie Comprehensive Cancer Center of Northwestern University.

### Behavioral tests

Mice were habituated to the dimly lit and noise-controlled room for 60 min before the start of each test.

#### Open field test

Mice were placed in the open field box (56 cm by 56 cm), and locomotor activity was monitored over 5 min using LimeLight software (ACTIMETRICS). Total distance traveled, number of pauses, and speed were measured.

#### Adhesive removal test

The test was performed by placing the mice in a 500-ml beaker. Mice were allowed to habituate to the beaker for 30 min on the day before the test. The following day, two adhesive tape strips were applied with equal pressure on each animal’s forepaw. The total time required to remove the strips from both paws was measured starting from the moment when the mouse first felt the tape (i.e., the mouse brought its paws to its mouth), for a maximum time of 300 s (*109*).

#### Maximum speed evaluation

Mice were placed on a motorized treadmill. After a brief acclimation time, the treadmill was started (5 cm/s) and the belt speed was progressively increased. The maximum speed at which the mouse could sustain walking without stopping and being pulled to the back of the treadmill was recorded.

### Analysis and statistics

Images were analyzed offline using Fiji [NIH; (*110*)]. Traces were subsequently analyzed with Excel (Microsoft), GraphPad Prism 8 (GraphPad Software), or Igor Pro 5-8 (WaveMetrics).

Electrophysiology data were generally analyzed using Python with custom written analysis scripts as described in (*100*). The code is available at https://github.com/surmeierlab/EZT2022SA.

For Fura-2 Ca^2+^ imaging combined with electrophysiological recording, Clampfit 10.3 (Molecular Devices) and Igor Pro 5-8 (WaveMetrics) were used for analysis. Data are summarized using box plots showing median values, first and third quartiles, and range, unless otherwise specified.

Sample *n* represents the number of neurons collected from brain slices from *N* animals. Statistical analysis was performed with GraphPad Prism 8 (GraphPad Software), except for metabolomic data. Nonparametric tests (Mann-Whitney *U* test of significance or Wilcoxon signed rank test for nonpaired or paired design experiments, respectively) were used, unless otherwise stated. Two-tailed tests were used unless the working hypothesis predicted a clear directionality to the change in outcome measure, in which case one-tailed tests were adopted. Normality was assessed using the Shapiro-Wilk test. Comparison of survival curves was performed with the log-rank (Mantel-Cox) test. The Benjamini-Hochberg method was used to correct for multiple comparisons for RNA-seq data, reporting the FDR-adjusted *P* value. Probability threshold for statistical significance was *P* < 0.05. For metabolomic data, statistical analysis was performed using MetaboAnalyst 5.0 (*111*) using *t* test and volcano plot generation.

# Supplementary material for: Ca2+ channels couple spiking to mitochondrial metabolism in substantia nigra dopaminergic neurons
**Source:** Sci Adv. 2022 Sep 30;8(39):eabp8701. doi: 10.1126/sciadv.abp8701
**Supplement:** Supplementary file 1 — Figs. S1 to S10

Supplementary Materials for  
**Ca<sup>2+</sup> channels couple spiking to mitochondrial metabolism in substantia nigra dopaminergic neurons**

Enrico Zampese *et al.*

*Sci. Adv.* **8**, eabp8701 (2022)  
DOI: 10.1126/sciadv.abp8701

**This PDF file includes:**

Figs. S1 to S10

**Fig. S1.**

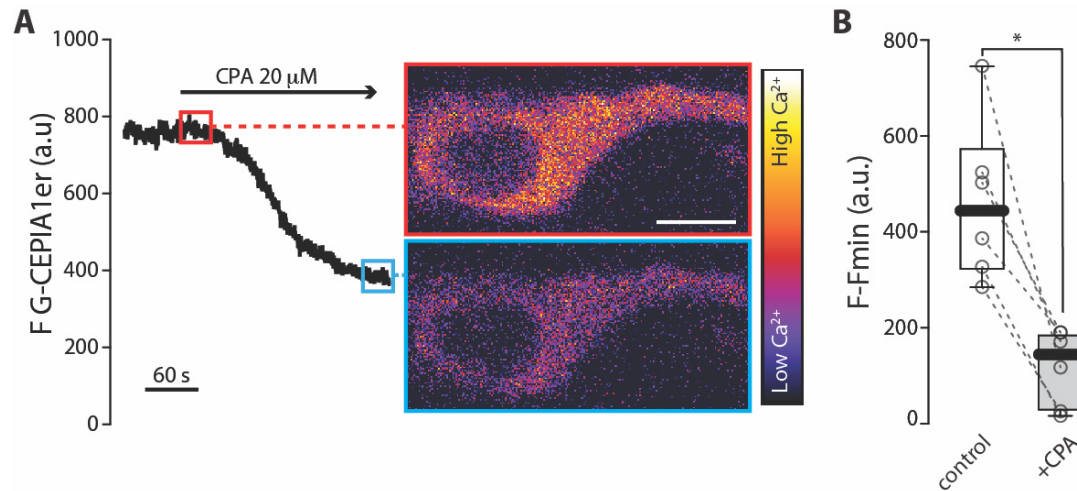

**Detection of ER  $\text{Ca}^{2+}$  depletion induced by application of CPA with G-CEPIA1er.**

(A) Representative 2PLSM G-CEPIA1er experiment showing depletion of ER  $\text{Ca}^{2+}$  upon application of the SERCA inhibitor cyclopiazonic acid (CPA); insets show representative 2PLSM images of the relative intensity of GCEPIA1-er fluorescence at different time points visualized with a look-up table (scale bar 10  $\mu$ m). (B) Box-plots summarizing the effect of CPA on ER  $\text{Ca}^{2+}$  (n=6, N=5; P= 0.0156 1-tailed Wilcoxon matched-pairs signed rank test). Box-plots indicate first and third quartiles, thick center lines represent medians and whiskers indicate the range. a.u., arbitrary units. \*P<0.05.

**Fig. S2.**

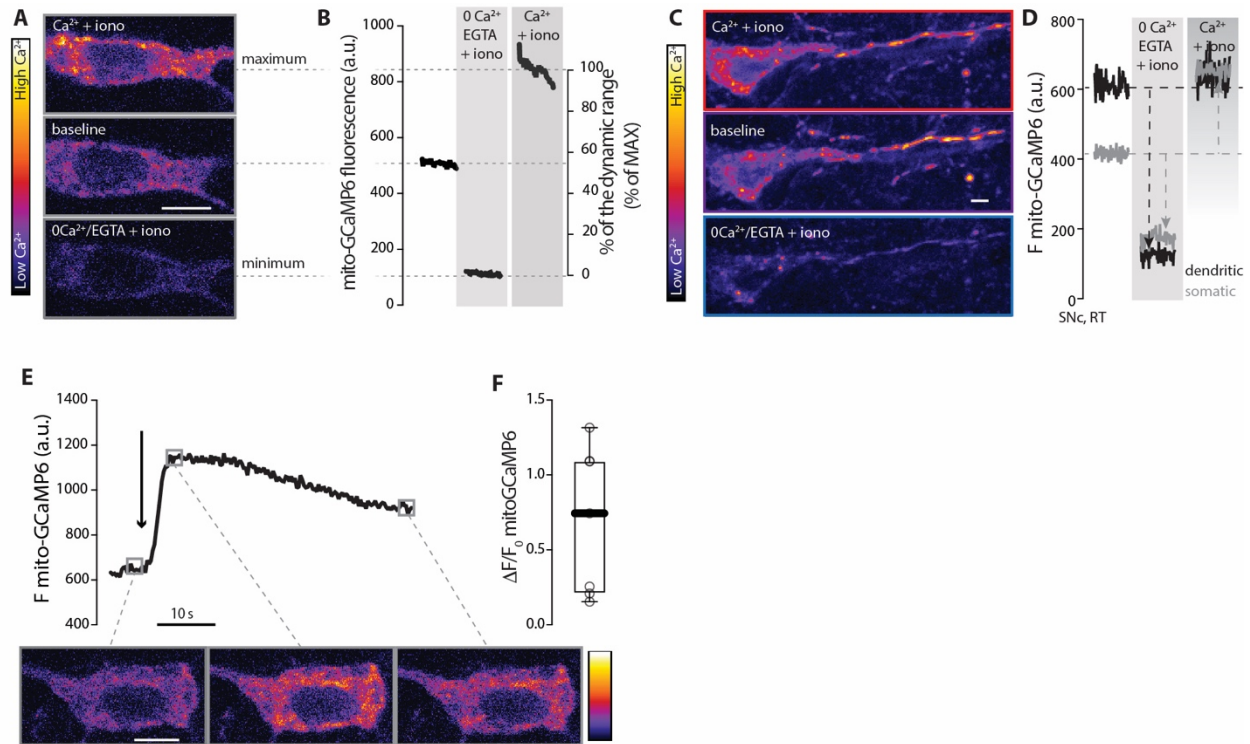

### Representative 2PLSM mito-GCaMP6 experiments.

(A) 2PLSM images of a SNc dopaminergic neuron expressing mito-GCaMP6 during different steps of the calibration protocol: baseline,  $\text{Ca}^{2+}$ -free aCSF + ionomycin (iono, 1  $\mu\text{M}$ ),  $\text{Ca}^{2+}$  aCSF + ionomycin. (B) Representative 2PLSM time-lapse series indicating the mito-GCaMP6 fluorescence recorded at the different steps of the calibration protocol and expressed as a percentage of the dynamic range. (C) Representative 2PLSM images of somatic and dendritic mitochondria in a SNc dopaminergic neuron expressing mito-GCaMP6 during the different steps of the calibration protocol. (D) Representative 2PLSM time-lapse series indicating the mito-GCaMP6 fluorescence recorded at the different steps of the calibration protocol for somatic (gray) and dendritic (black) mitochondria. Note that experiments comparing somatic and dendritic mitochondria were performed at room temperature (RT). (E) Representative 2PLSM mito-GCaMP6 experiment showing mitochondrial  $\text{Ca}^{2+}$  uptake upon stimulation with mGluR-I agonist DHPG (black arrow, 10  $\mu\text{M}$ ) and representative 2PLSM images of the relative mito-GCaMP6 fluorescence intensity at different time points. (F) Box-plots summarizing the increase in mito-GCaMP6 signal induced by application of DHPG ( $n=7$ ,  $N=7$ ). Relative intensity of mito-GCaMP6 fluorescence in panel (A), (C) and (E) is visualized with a look-up table; scale bars in all insets: 10  $\mu\text{m}$ . Box-plots indicate first and third quartiles, thick center lines represent medians and whiskers indicate the range.

**Fig. S3.**

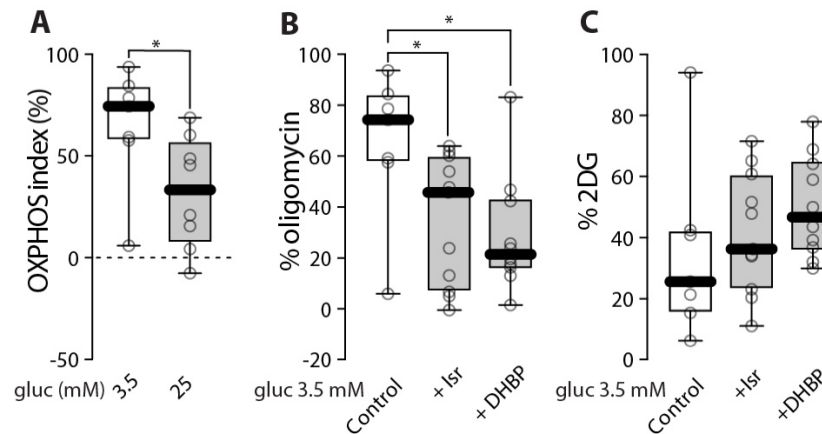

**Mitochondrial contribution to SNc dopaminergic neurons bioenergetics in different conditions.**

(A) Box-plots summarizing the different contribution of mitochondria to bioenergetics of SNc neurons in high and physiological glucose concentration: at physiological glucose concentration (3.5 mM) mitochondria oxidative phosphorylation is the source of ~ 70% of cellular ATP, versus ~ 34% at higher glucose (25 mM;  $P=0.0401$  2-tailed Mann-Whitney test,  $n=7$ ,  $N=6$  and  $n=8$ ,  $N=5$  for 3.5 and 25 mM glucose). (B-C) Application of isradipine (Isr) or 1,1'-diheptyl-4,4'-bipyridinium dibromide (DHBP) specifically diminishes mitochondrial contribution to bioenergetics; box-plots showing the percentage of ATP/ADP ratio sensitive to oligomycin in different conditions (control vs Isr  $p=0.0393$ ; control vs DHBP;  $p=0.0158$  Dunnett's multiple comparison test, respectively;  $n=7$ ,  $N=6$ ;  $n=11$ ,  $N=8$ ;  $n=10$ ,  $N=6$  for control, isradipine- and DHBP-treated respectively). Box-plots indicate first and third quartiles, thick center lines represent medians and whiskers indicate the range. \* $P<0.05$ .

**Fig. S4**

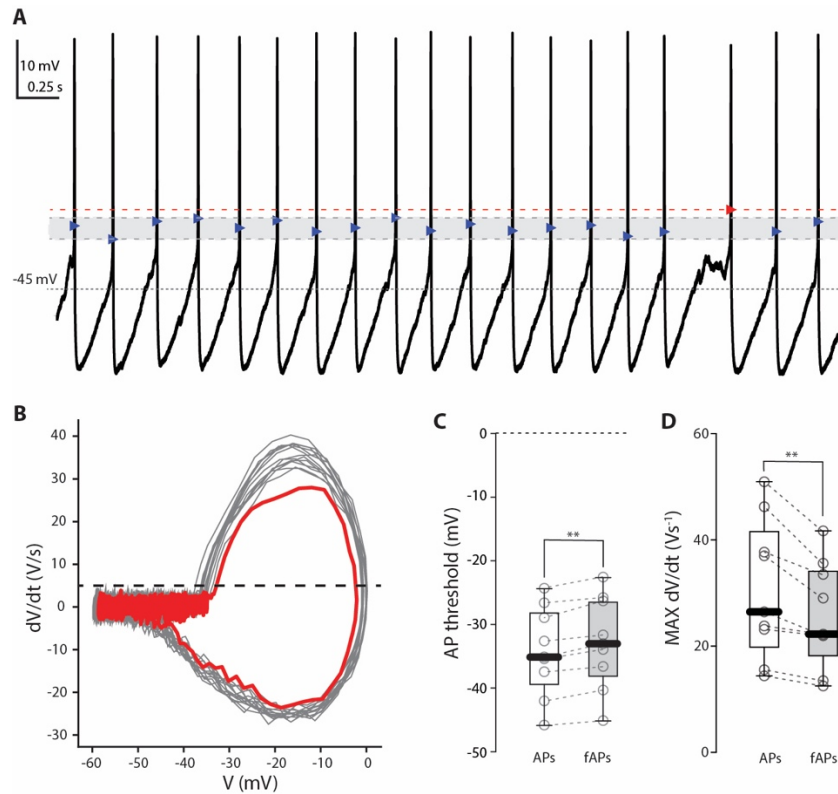

**Electrophysiological characterization of changes in action potentials during failure events.**

(A) Representative recording of a SNc neuron at the onset of failure during stimulation (50 pA). The blue arrowheads indicate the action potential (AP) thresholds for the regular APs (the gray area highlights their range), the red arrowhead indicates the AP threshold for the failing AP (fAP). (B)  $dV/dt$  vs  $V$  phase plane plots of the APs in the recording in (A): in gray are the phase plots for the healthy APs, in red the one for the failing AP, which is shifted towards less negative  $V$  values and reach a lower maximum  $dV/dt$ . (C) Box-plots comparing the median threshold of healthy APs with the median threshold of failing APs. The fAPs have a higher (more positive) threshold (median of differences: 1.46 mV; 2-tailed Wilcoxon matched-pairs signed rank test  $P=0.0039$ ,  $n=9$ ,  $N=9$ ). (D) Box-plots comparing the median MAX  $dV/dt$  of healthy APs and failing APs; fAPs have a decreased MAX  $dV/dt$  (median of differences: -4.22 V/s; 2-tailed Wilcoxon matched-pairs signed rank test  $P=0.0039$ ,  $n=9$ ,  $N=9$ ). The recording at which each cell started failing was used for the analysis, independently of treatment or intensity of stimulation required to induce failure; control and isradipine treated cells are pooled together. Box-plots indicate first and third quartiles, thick center lines represent medians and whiskers indicate the range. \*\* $P<0.01$ .

**Fig. S5**

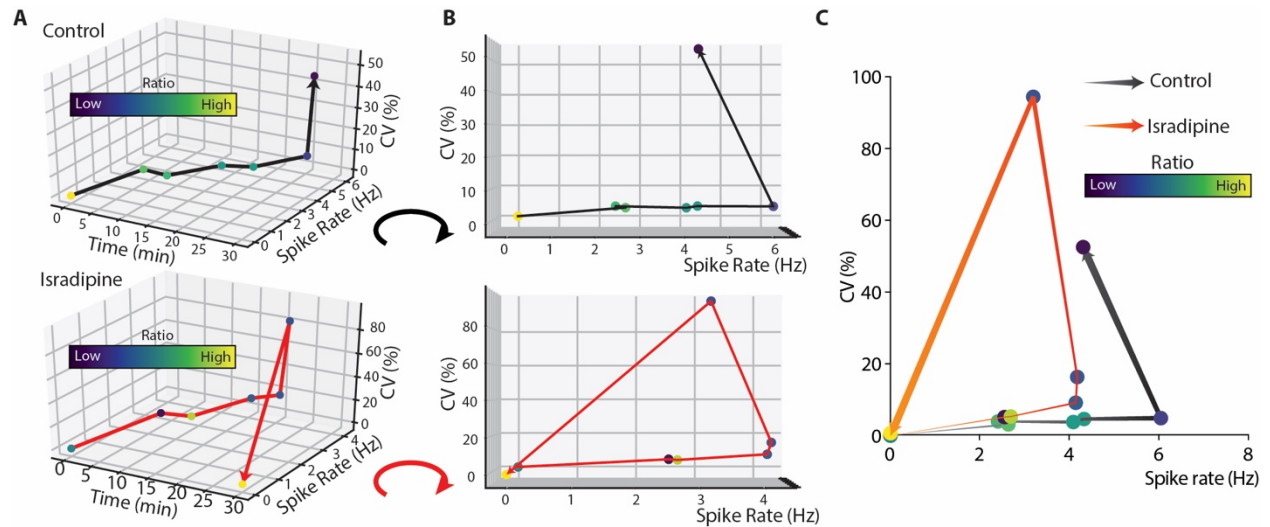

**Variation of CV and PercevalHR ratio with spike rate over time in control and isradipine-treated cells. Detailed description of the generation of the plot depicted in Fig. 5F.**

(A) 3D plots representing changes in PercevalHR ratio (as indicated by the color gradient) and coefficient of variation (CV, y axis) for different spike rates (z axis) over time (x axis), for representative control (top) and isradipine-treated (bottom) dopaminergic neurons expressing PercevalHR during perforated patch recordings. The colorimetric scale indicates the maximum (yellow), the minimum (dark purple) and the intermediate ratio values recorded within each experiment. (B) Axial rotation of the plots highlights how PercevalHR ratio and CV change upon changes in spike rate (time-axis is collapsed). (C) Combined plots of CV and color-coded PercevalHR ratio over spike rate for control (black) and isradipine-treated (red) neurons. The same plot is presented adopting a logarithmic scale for the y-axis (CV) in Fig. 5F.

**Fig. S6**

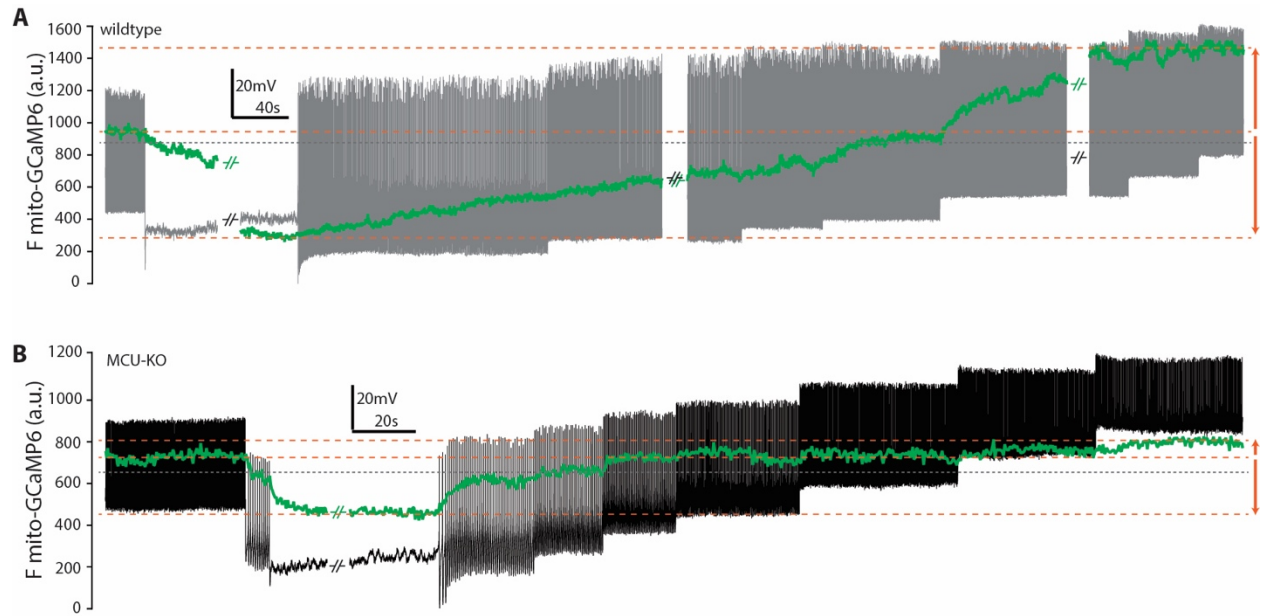

**Representative mito-GCaMP6 traces in wildtype and MCU-KO dopaminergic neurons during changes in firing.**

(A, B) Representative 2PLSM imaging experiments combined with perforated patch current clamp recordings in wildtype and MCU-KO neurons. (A) Wildtype neurons show large changes in mitoGCaMP6 fluorescence (green) upon changes in firing frequency. (B) MCU-KO neurons show a small drop in mitoGCaMP6 fluorescence (green) when firing is stopped, and minimal changes during increases in firing frequency. Gray dashed line: -40 mV.

**Fig. S7**

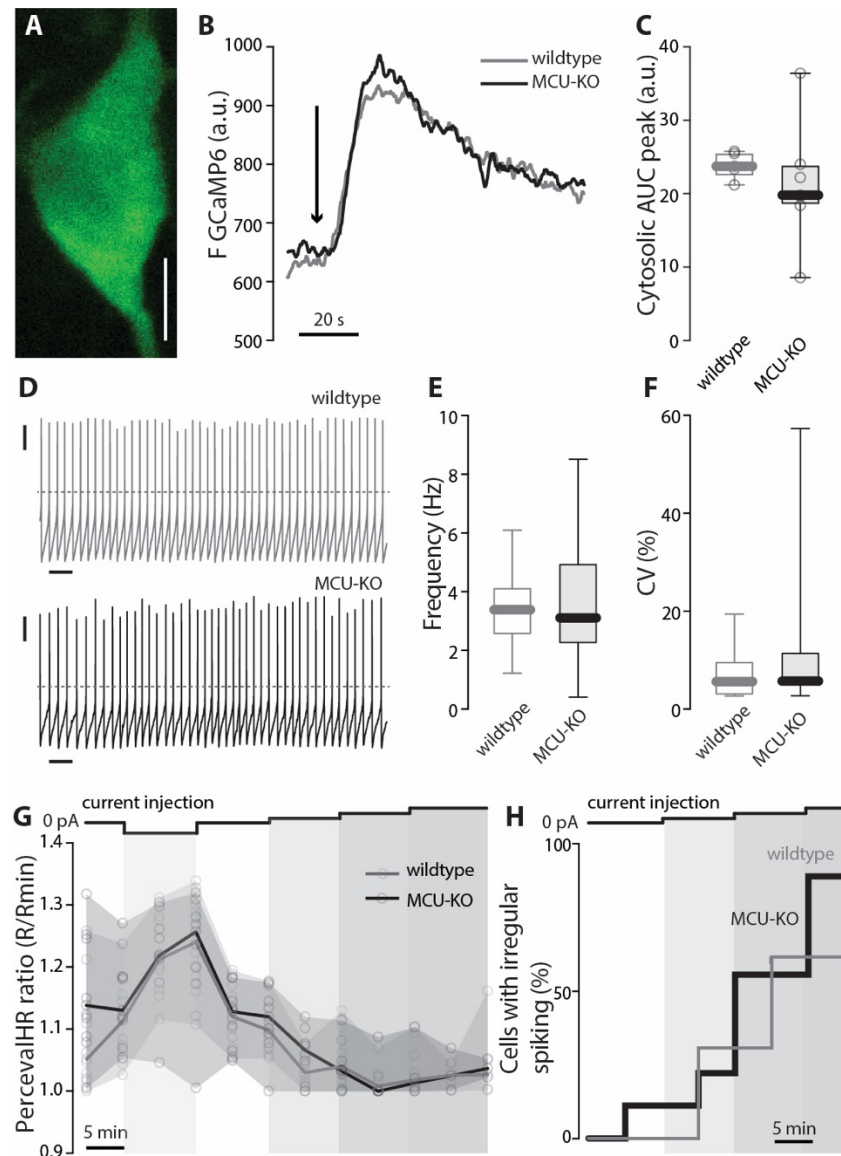

**Cytosolic  $\text{Ca}^{2+}$  release, baseline and stimulated firing in MCU-KO SNc dopaminergic neurons.**

(A) Representative 2PLSM image of a SNc dopaminergic neuron expressing GCaMP6s (scale bar 10  $\mu$ m). (B) Representative traces of 2PLSM GCaMP6s experiments during stimulation with DHPG (black arrow, 10  $\mu$ M) in wildtype and MCU-KO neurons. (C) Quantification of cytosolic  $\text{Ca}^{2+}$  release stimulated by DHPG in wildtype and MCU-KO neurons expressing GCaMP6s; the area under the curve (AUC) is calculated over 90 s from the start of the peak (n=5, N=4 for wildtype; n=7, N=4 for MCU-KO). (D) Representative perforated patch current clamp recording from wildtype (top) and MCU-KO (bottom) SNc neurons during baseline firing (scale bars: 10 mV, 1 s; dashed gray lines = -40 mV). (E, F) Box-plots summarizing baseline spike rate and

coefficient of variation in wildtype and MCU-KO neurons ( $n=30$ ,  $N=21$ ;  $n=33$ ,  $N=22$  respectively). **(G)** 2PLSM PercevalHR ratio imaging and perforated patch experiments in SNc neurons from wildtype (gray) and MCU-KO (black) mice during injection of negative and positive currents (medians, range and individual points are depicted;  $n=13$ ,  $N=12$ ;  $n=9$ ,  $N=9$  for wildtype and MCU-KO respectively). **(H)** Cumulative probability plots of cells undergoing failure to sustain firing at different time points for wildtype (gray) and MCU-KO (black) SNc dopaminergic neurons during the current injection protocol described in panel **(G)** ( $n=13$ ,  $N=12$ ;  $n=9$ ,  $N=9$  for wildtype and MCU-KO respectively). Box-plots indicate first and third quartiles, thick center lines represent medians and whiskers indicate the range.

**Fig. S8**

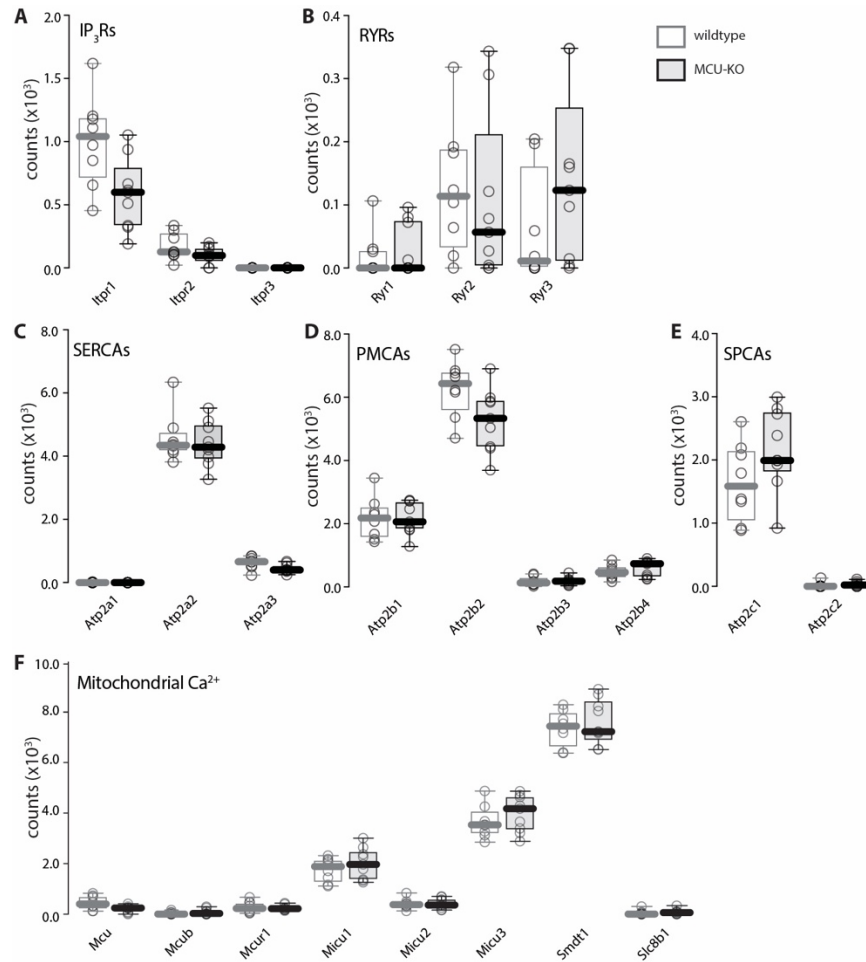

**The essential  $\text{Ca}^{2+}$  homeostasis toolkit is not affected in MCU-KO dopaminergic neurons.**

(A) Expression levels analyzed by RNASeq of  $\text{IP}_3$  Receptor ( $\text{IP}_3\text{R}$ ) isoforms. 

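The values of the IP_3_R isoforms came from the RiboTag libraries of 8 wild-type and 8 MCU-KO mice. Itpr1 (chromosome 6, 108213096 to 108551109 of GRCm38) had 1000.5 ± 358 normalized counts (SD, n = 8) in wild type and 568.2 ± 299.8 (SD, n = 8) in MCU-KO. Its log2 fold change was −0.82 (standard error 0.32, 95% confidence interval −1.48 to −0.16), with an adjusted p of 0.973 over all genes and 0.257 over the genes of fig. S8 alone (edgeR's quasi-likelihood test). Itpr2 had 169 ± 109 normalized counts (SD, n = 8) in wild type and 95.0 ± 70.3 (SD, n = 8) in MCU-KO, and its 95% confidence interval was −2.75 to 1.09. Itpr3 had no counts in 8 of 8 wild-type mice and in 7 of 8 MCU-KO mice and was not tested.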

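The ryanodine receptor genes had few counts, and each had none in some mice. Ryr2 had no counts in 1 of 8 wild-type and 2 of 8 MCU-KO mice, and Ryr3 in 3 of 8 and 1 of 8. Ryr1 had no counts in 5 of 8 wild-type and 4 of 8 MCU-KO mice and was not tested. Ryr2 had 125 ± 104 normalized counts (SD, n = 8) in wild type and 116 ± 135 (SD, n = 8) in MCU-KO, with a log2 fold change of −0.10 (95% confidence interval −2.40 to 2.19). Ryr3 had 60.1 ± 88.5 normalized counts (SD, n = 8) in wild type and 136 ± 142 (SD, n = 8) in MCU-KO, with a log2 fold change of 1.18 (95% confidence interval −1.58 to 3.94). Intervals of this width exclude neither an increase nor a decrease.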

(B) Expression levels analyzed by RNASeq of Ryanodine Receptors (RyR) isoforms. 

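Among the SERCA genes, Atp2a2 had 4544 ± 777 normalized counts (SD, n = 8) in wild type and 4516 ± 594 (SD, n = 8) in MCU-KO, with a log2 fold change of −0.01 (95% confidence interval −0.24 to 0.22). Atp2a3 had 454 ± 137 normalized counts (SD, n = 8) in MCU-KO, with a log2 fold change of −0.47 relative to wild type (95% confidence interval −1.05 to 0.10). Atp2a1 had no counts in 6 of 8 wild-type and 7 of 8 MCU-KO mice and was not tested.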

(C) expression levels analyzed by RNASeq of Sarco-Endoplasmic Reticulum  $\text{Ca}^{2+}$ -ATPase (SERCA) isoforms. (D) Expression levels analyzed by RNASeq of Plasma Membrane  $\text{Ca}^{2+}$  Pump (PMCA) isoforms. 

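Atp2b2 was the PMCA gene with the most counts, at 6243 ± 889 (SD, n = 8) normalized counts in wild type and 5362 ± 996 (SD, n = 8) in MCU-KO, and a log2 fold change of −0.22 (95% confidence interval −0.47 to 0.03). Atp2b1 had 2162 ± 666 normalized counts (SD, n = 8) in wild type and 2198 ± 534 (SD, n = 8) in MCU-KO (95% confidence interval of the log2 fold change −0.37 to 0.41). Atp2b4 had 466 ± 232 (SD, n = 8) and 610 ± 257 (SD, n = 8) normalized counts, and Atp2b3 had 169 ± 146 (SD, n = 8) and 170.1 ± 136 (SD, n = 8), in the same order. The 95% confidence intervals of these genes were −0.34 to 1.12 and −1.40 to 1.41.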

(E) Expression levels analyzed by RNASeq of Secretory Pathway  $\text{Ca}^{2+}$  ATPase (SPCA) isoforms. 

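Atp2c1 had 1641 ± 617 normalized counts (SD, n = 8) in wild type and 2303 ± 485 (SD, n = 8) in MCU-KO. Its log2 fold change of 0.49 (standard error 0.21, 95% confidence interval 0.06 to 0.92) did not pass the adjustment over all genes in edgeR's quasi-likelihood test. Atp2c2 had no counts in 7 of 8 wild-type and 4 of 8 MCU-KO mice and was not tested.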

(F) Expression levels analyzed by RNASeq of components of the mitochondrial  $\text{Ca}^{2+}$  Uniporter (MCU) complex and of the mitochondrial Sodium/Lithium/ $\text{Ca}^{2+}$  exchanger (NCLX, Slc8b1). 

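Mcu, the gene deleted in MCU-KO, had normalized counts of 132, 319.7, 734, 328, 828, 695, 474 and 120.3 in wild-type mice 1 to 8 and of 246, 410.1, 45.0, 90.5, 5.82, 246, 306 and 248 in MCU-KO mice 1 to 8. The means were 454 ± 274 (SD, n = 8) and 200 ± 139 (SD, n = 8), a ratio of 0.44, and the genotypes overlapped. These counts are summed over the whole gene, and the paper's text does not say which exons the deletion removes. Reads from remaining exons would still be counted, so the ratio does not measure how complete the knockout was. The paper verified the knockout by quantitative PCR and by imaging of matrix Ca2+. The log2 fold change was −1.19 (standard error 0.59, 95% confidence interval −2.41 to 0.04, adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference of mean log2 normalized counts plus 1 was −1.57 (p = 0.0541, exact permutation test, two-sided). Among the alternatives to the edgeR fit, the log2 fold change moved most with limma-voom and sample quality weights, to −1.56.
Smdt1, Micu3, Micu2, Mcur1, Mcub and Slc8b1 did not differ by an adjusted p under 0.05. Smdt1 had 7337 ± 706 normalized counts (SD, n = 8) in wild type and 7637 ± 935 (SD, n = 8) in MCU-KO, with a log2 fold change of 0.06 (95% confidence interval −0.13 to 0.24). Micu3 had 4041 ± 728 normalized counts (SD, n = 8) in MCU-KO and a log2 fold change of 0.16 (95% confidence interval −0.11 to 0.42). Micu2 had 406 ± 203 (SD, n = 8) normalized counts in wild type and 385 ± 196 (SD, n = 8) in MCU-KO, and Mcur1 had 278 ± 237 (SD, n = 8) and 255 ± 104 (SD, n = 8) normalized counts in the same order. Mcub and Slc8b1 each had no counts in 5 of 8 wild-type mice, and their 95% confidence intervals were −1.98 to 4.67 and −2.42 to 3.73.

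**Figure D3:**
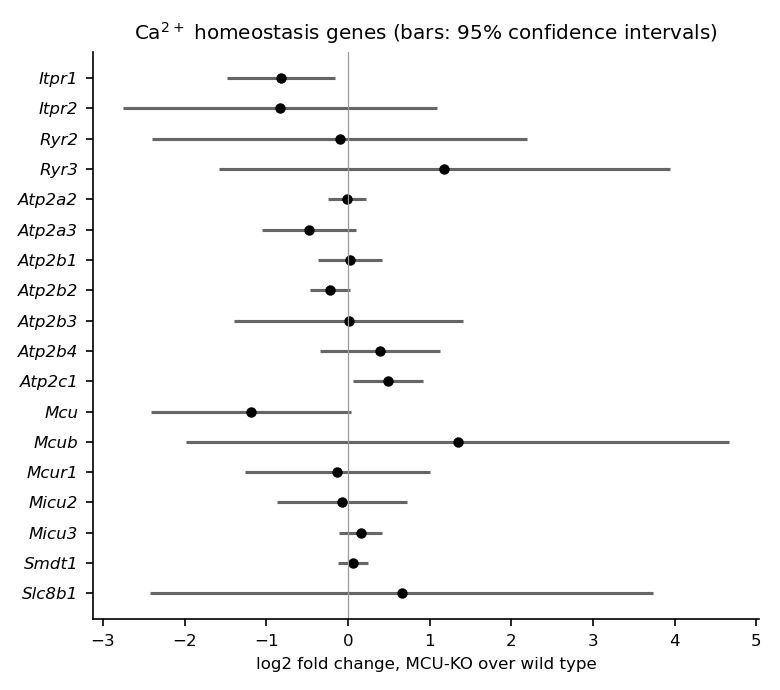
Log2 fold change between MCU-KO and wild type (horizontal axis) of 18 of the genes of fig. S8 that were tested (vertical axis), 8 mice per genotype. Points are estimates and bars are 95% confidence intervals. The intervals of Itpr1 and Atp2c1 exclude 0, before any adjustment for the number of genes.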

Panels A-F: N=8, N=9 for wildtype and MCU-KO respectively. Box-plots indicate first and third quartiles, thick center lines represent medians and whiskers indicate the range.

**Fig. S9**

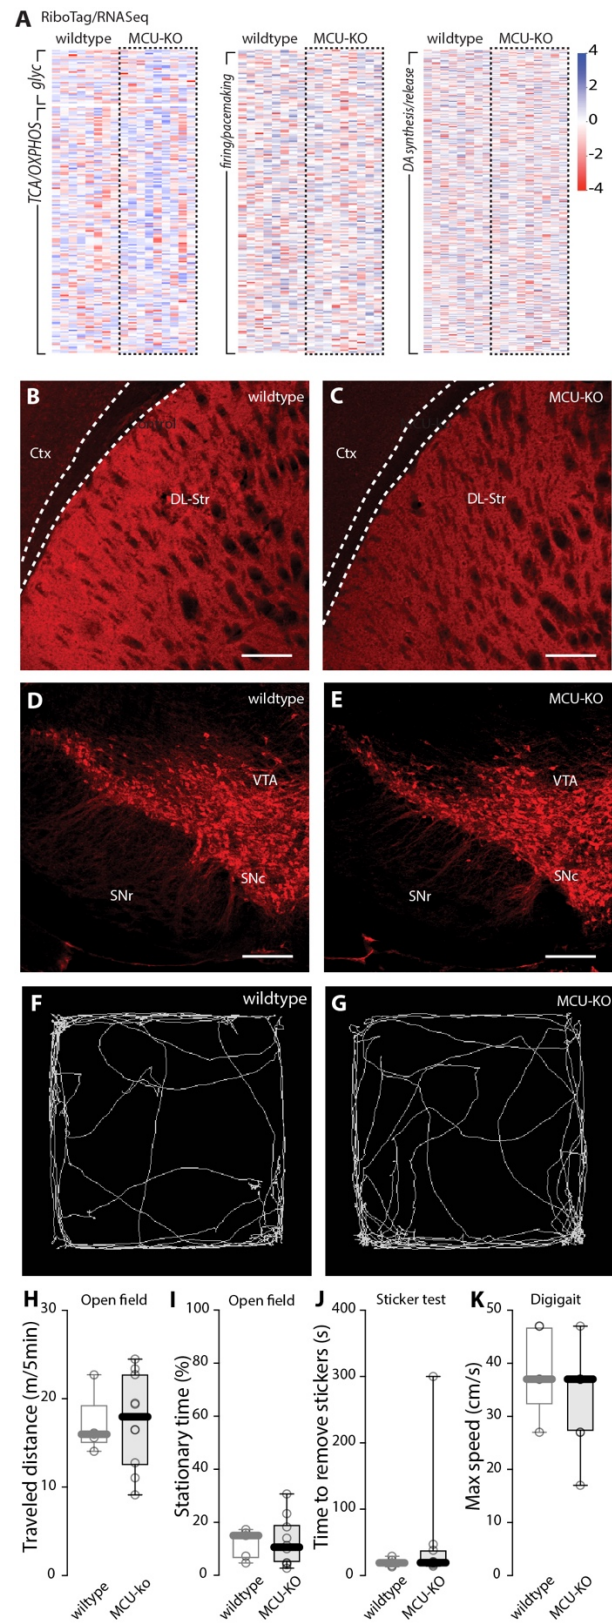

### **Lack of histological and behavioral phenotype in MCU-KO mice**

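Of 24 tested glycolysis genes, 1 had an adjusted p under 0.05 over all genes (edgeR's quasi-likelihood test). This was Eno1 (chromosome 4, 150236721 to 150248879 of GRCm38), with 17130 ± 1888 normalized counts (SD, n = 8) in wild type and 9315 ± 1585 (SD, n = 8) in MCU-KO (adjusted p = 2.1e-05 from edgeR). Eno1 was lower in each MCU-KO mouse than in each wild-type mouse. It shares sequence with Eno1b and lies within 10 Mb of Gnb1, another gene that passed. None of the 36 tested TCA cycle genes passed over all genes, with 3 at an unadjusted p under 0.05. Over the list alone 1 passed, Idh3b, with a log2 fold change of −0.30 (standard error 0.08, adjusted p = 0.316 over all genes in edgeR and 0.0112 in DESeq2). None of the 86 tested OXPHOS genes passed, with 1 at an unadjusted p under 0.05. In MCU-KO, 72 of them were lower and 14 higher, and with upper-quartile normalization 70 were lower and 16 higher. Their log2 fold changes lay between −0.27 for Ndufa3 and 0.15. The 95% confidence interval lay within a log2 fold change of 1 in either direction for 86 of the 86 OXPHOS genes, 28 of the 36 TCA cycle genes, 19 of the 24 glycolysis genes, 55 of the 62 dopaminergic neurotransmission genes and 56 of the 84 firing and pacemaking genes. The firing and pacemaking list had 2 genes and the dopaminergic neurotransmission list 3 genes at an unadjusted p under 0.05, and 0 of either passed an adjustment. The smallest p of the dopaminergic neurotransmission list was that of Sv2c, with a log2 fold change of 0.22. Th had 114253 ± 16933 normalized counts (SD, n = 8) in wild type and 109826 ± 23963 (SD, n = 8) in MCU-KO, with a 95% confidence interval of the log2 fold change from −0.30 to 0.18. The intervals of Slc6a3 (−0.42 to 0.13), Slc18a2 (−0.06 to 0.45) and Ddc (−0.19 to 0.17) also included 0.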

(A) Heat-maps of differential expression of genes linked to TCA cycle, OXPHOS and glycolysis, neuronal firing and pacemaking, and DA neurotransmission obtained from RNAseq analysis from wildtype and MCU-KO SNc neurons expressing RiboTag (N=8 and 9 for wildtype and MCU-KO). (B-E) TH immunostaining in dorso-lateral striatum (DL-Str, B, C) and in midbrain (D, E) does not show alterations in MCU-KO versus wildtype mice; scale bars = 100  $\mu$ m (Ctx, cortex; SNr, substantia nigra pars reticulata). (F, G) Representative open field tracks for wildtype and MCU-KO mice. (H) Box-plots summarizing the traveled distance measured in the open field test over 5 minutes for wildtype and MCU-KO mice. (I) Box-plots summarizing the stationary time measured during the open field test over 5 minutes for wildtype and MCU-KO mice. (J) Box-plots summarizing the time required to remove the stickers for wildtype and MCU-KO mice. (K) Box-plots summarizing the maximum speed reached by wildtype and MCU-KO mice during the DigiGait test. (B-K) N=5, N=10 for wildtype and MCU-KO mice. Box-plots indicate first and third quartiles, thick center lines represent medians and whiskers indicate the range.

**Fig. S10**

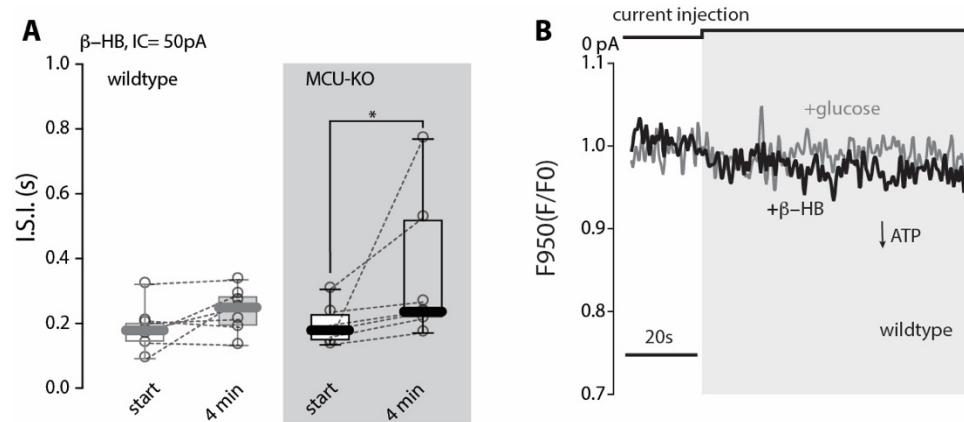

**Change in spike rate during stimulation in beta-HB aCSF.**

(A) Box-plots summarizing the change in inter-spike interval (I.S.I.) during perforated-patch recordings in beta-HB aCSF at the onset of the stimulation (50 pA) and at the end of the recording (4 min) for wildtype and MCU-KO neurons (wildtype,  $n=7$ ,  $N=7$ ; MCU-KO,  $n=7$ ,  $N=7$ ,  $P=0.0156$  2-tailed Wilcoxon matched-pairs rank test). (B) Representative PercevalHR F950 traces for wildtype SNc neurons in glucose (gray) and beta-HB aCSF ( $\beta$ -HB, black) at the application of 50 pA stimulation. Box-plots indicate first and third quartiles, thick center lines represent medians and whiskers indicate the range. \* $P<0.05$ .

How the deposited data were processed for this re-analysis (not part of the article)

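The measurements are RNA-seq counts of mRNA collected with the RiboTag method from SNc dopaminergic neurons of 8 wild-type (DAT-Cre+/-) and 8 MCU-KO (DAT-Cre+/- MCU fl/fl) mice, one library per mouse. Genotypes and mouse numbers were taken from the sample labels and the paper's methods. Mice numbered 1 to 8 occur in both genotypes, and this numbering in the labels is the only source of a pairing between the groups. The same-numbered mice are different animals.

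The authors trimmed reads with cutadapt, aligned them to mm10 with STAR and counted them per gene with htseq-count and an Ensembl annotation, and they deposited whole-number counts per gene without normalization. The versions of these tools, the strandedness and the Ensembl release are not given in the paper's text. The deposited counts hold one value per gene and mouse, and reads that match several places in the genome cannot be told apart in them. Library totals ranged from 14129527 to 22016362 counts, so that 3 counts, taken as the smallest detectable amount, correspond to between 0.136 and 0.212 CPM (counts scaled to the library size). These limits cover counting error only, since reads without molecular identifiers are not independent molecules.

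Gene symbols and coordinates were taken from GENCODE M21 on GRCm38, the build that mm10 names, and 24942 identifiers had a symbol. The main comparison used edgeR 4.0.16 in R 4.3.3 (filterByExpr by genotype, TMM normalization, estimateDisp, glmQLFit and glmQLFTest) with Benjamini-Hochberg adjustment over 12390 genes and a threshold of 0.05. Standard errors of log2 fold changes were computed from the coefficient and the F statistic, and 95% confidence intervals from the corresponding t quantile. Normalized counts are counts divided by the size factors of DESeq2 1.42.0. Alternatives used DESeq2, limma 3.58.1, other normalizations, other filters (no filter, or at least 10 counts in every mouse), a block for the mouse number, covariates for glial marker genes and Xist, and the omission of each mouse in turn. A covariate for Y-linked genes and DESeq2 without its outlier handling were added after the data had been seen.

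Gene lists for the 9 categories, with the 23 genes of fig. S8 as a further list, held 635 different genes. They were written before the data were examined, because the paper's text does not list the genes of its heat maps. Each list was tested by the number of its genes past the threshold, over all genes and over the list alone, and by the mean per mouse of log2 CPM (prior count 2), compared by an exact permutation test over all 12870 splits of 8 against 8 mice. Ratios within wild-type mice used a pseudocount of 1 and an exact sign-flip test over 256 sign patterns. The genes named were fixed by a rule set before the data were examined: the genes of fig. S8, the malate-aspartate shuttle genes, Th, Slc6a3, Slc18a2 and Ddc, the 10 genes with the smallest p, and in each list the genes past the threshold (at most 5) or else the gene with the smallest p. Some of these genes are not reported here, and 48 remain, of which 44 were tested. Genes named outside this rule are marked as such.

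Sequence shared with other genes was measured on GENCODE M21 transcripts, as the share of stretches of 50 bases that occur in transcripts of another gene on either strand.

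The fits were tested on counts simulated from the real means, library sizes and dispersions with 200 changed genes. At a 4-fold change, edgeR called 134 genes, of which 6 were unchanged, and DESeq2 called 189, of which 41 were unchanged. At a 1.5-fold change, edgeR called 6 genes, of which 0 were unchanged, and DESeq2 called 46, of which 21 were unchanged. Tables and exact tests were computed with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots with matplotlib 3.10.9. The quantitative PCR, imaging, metabolomic and behavioral data of the paper were not analysed here.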

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

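The tests of Y-linked genes, of depth in MCU-KO mouse 8, of the chromosomal positions of the differentially expressed genes, of sequence shared with other genes and of the dispersion were chosen after the results were seen.

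In 16 of 136 groups of 8 mice, where 6.8 are expected by chance, 1 mouse lay apart from the others. MCU-KO mouse 8 had the lowest total, 14129527 counts, and without this mouse 19 genes had an adjusted p under 0.05 in place of 22. The mean log2 CPM of dopaminergic neuron markers was 9.58 in MCU-KO mouse 6, and that of Xist was 2.02 in wild-type mouse 6. The 100 genes with the most counts took between 16.2% and 18.2% of the counts of a mouse. Wild-type mouse 6 was apart in 4 of the groups, with normalized counts of 6315 for Atp2a2, 306 for Slc8b1 and 19559 for Ndufa3 besides Xist. No biological explanation was tested for these mice.

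Genes with few counts gave many of the other cases. Normalized counts were 1.85 for Itpr3 in MCU-KO mouse 4, 106 for Ryr1 in wild-type mouse 1, 3.62 for Atp2a1 in MCU-KO mouse 6, 129 and 113 for Atp2c2 in wild-type mouse 7 and MCU-KO mouse 5, 164 for Mcub in wild-type mouse 2, 338 for Slc8b1 in MCU-KO mouse 8 and 29.6 for Tuba1c in wild-type mouse 5. Among genes with higher counts, Got1 had 7252 normalized counts in wild-type mouse 3 and Scoc had 7894 in wild-type mouse 1. Of 10693 genes with a mean of at least 100 counts, 1286 (12.0%) had no counts in at least 1 mouse. Across 11810 genes, the slope of log dispersion on log mean count was −1.02, which may come from the amplification of few RNA molecules in each library. Data simulated with 1 dispersion for all genes gave a slope of 0.002, and simulated amplified molecules gave −1.475.

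Of the 22 genes with an adjusted p under 0.05, 19 belong to none of the lists of genes for the categories that the paper discusses. Among 100 splits of the mice into 8 and 8 that part every same-numbered pair, 1, the real one, gave as many genes, and 95 of the 99 others gave none, with a median of 382 genes at an unadjusted p under 0.05. Among 100 splits of any kind, which part between 2 and 8 pairs, 1 gave as many, again the real one, and 98 of the 99 others gave none, with a median of 349 genes at an unadjusted p under 0.05.

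Several technical explanations for these genes were tested. Within 10 Mb of Mcu, 0 of 76 tested genes had an adjusted p under 0.05, and 3 had an unadjusted p under 0.05 (Fisher's exact test of the adjusted calls, p = 1, and odds ratio of the unadjusted calls 0.892). Genes past the threshold were thus not more frequent near the floxed allele, but with 22 such genes in all, smaller strain differences linked to it are not excluded. The glial marker score did not differ between genotypes (exact permutation test, p = 0.192), and with the score as a covariate 18 genes passed, 17 of them among the 22. The Y-linked score did not differ (exact permutation test, p = 0.502), and with it as a covariate 20 genes passed, each among the 22. The median GC content and exon length of the 22 genes lay at the 84.58 and 10.46 percentiles of random lists of genes of the same expression. Sequence shared with other genes, as stretches of 50 bases, was 85.2% in Eno1b and 52.7% in Tuba1c, and 0 in Mt3, Gnb1 and Tmem242, so shared reads are not an explanation for every gene.

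The genes lay closer together in the genome than random lists. Of the 22 genes, 13 lay within 10 Mb of another (p = 8.0e-04, permutation of genes within classes of expression, 10000 random lists with a median of 4), and 7 were on chromosome 8, starting between 70483867 and 94152607. Among 898 other genes within 5 Mb of these genes, 3.45% had an unadjusted p under 0.01, against 0.785% of 11463 genes elsewhere (permutation p = 1e-04, the smallest that 10000 lists can give). According to the paper, the RiboTag controls came from a cross without MCU fl/fl mice, and the MCU-KO mice from a cross with them. Genotype and cross thus coincided, so the comparison of genotypes is also one of crosses. Strain differences between the genotypes in these regions are a candidate explanation, and a difference that follows from the loss of the MCU cannot be told apart from it in these counts.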

How the results depend on the processing

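The alternatives were chosen before the data were examined, except for the covariate for Y-linked genes and DESeq2 without outlier handling, which were chosen after seeing the data.

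The number of genes with an adjusted p under 0.05 was 22. It was 90 with DESeq2, 14 with a block for the mouse number and 240 with DESeq2 without outlier handling, and the cause was not tested on the real counts. On the simulated counts, DESeq2 called more unchanged genes than edgeR at each fold change tried. False calls may thus be part of the difference between edgeR and DESeq2. The 22 genes were among the 90 and the 240, and the 14 were among the 22. Of the 68 genes found with DESeq2 alone, 33 were not tested in edgeR and 34 had a log2 fold change beyond 5 in either direction. Between 18 and 29 genes passed under the other normalizations and filters, limma-voom, robust edgeR and the covariates, and between 18 and 24 across the 16 fits that each left out 1 mouse. The deviations of same-numbered mice from the means of their genotypes had a mean correlation across genes of −0.00799, against 0.00122 for other pairs.

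With DESeq2, the number of genes that passed was 1 for the TCA cycle (Idh3b), 2 for antioxidant defense (Slc7a11 and Gclm), 2 for lysosomal function (Atp6v0c and Gnptg) and 1 for mitophagy (Bnip3l), and the cause was not tested on the real counts. With at least 10 counts in every mouse, 0 antioxidant genes passed, because Slc7a11 was not tested. Across the fits that each left out 1 mouse, antioxidant genes numbered from 1 to 2, with Gclm added without MCU-KO mouse 2.

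With at least 10 counts in every mouse, the differences of list means reversed to −0.095 for the malate-aspartate shuttle, −0.043 for glycolysis, −0.064 for the TCA cycle, −0.0085 for antioxidant defense and −0.049 for lysosomal function. With the median over the list, they reversed to −0.097, −0.11, −0.11, −0.13 and −0.076 in the same order, and to −0.072 for mitophagy. Of these reversed values, 1 had an exact permutation p under 0.05, antioxidant defense with the median (p = 0.0336). In each of these lists more genes were lower than higher in MCU-KO, from 6 of 7 in the malate-aspartate shuttle to 69 of 133 in lysosomal function, also with the other normalizations. In the malate-aspartate shuttle, the filter left out Slc25a13, which was the only gene of the list that was higher.

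Across the fits that each left out 1 mouse, the difference ranged from −0.083 to 0.12 for the malate-aspartate shuttle, −0.032 to 0.061 for glycolysis, −0.016 to 0.056 for the TCA cycle, −0.018 to 0.067 for antioxidant defense, −0.096 to −0.043 for OXPHOS and 0.074 to 0.13 for mitophagy. OXPHOS had an exact permutation p of 0.0263 without MCU-KO mouse 8, and mitophagy had 0.0232 without wild-type mouse 2 and 0.0317 without MCU-KO mouse 8.

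The log2 fold change reversed with limma-voom for Atp2a2 (0.040), Atp2b3 (−0.025) and Mcur1 (0.53), and with a block for the mouse number for Mcur1 (0.44). With the glial marker covariate it reversed for Atp2b1 (−0.090), Atp2b3 (−0.35), Mdh2 (0.018), Th (0.056) and Ddc (0.046), and with the Y-linked covariate for Ryr2 (0.032), Atp2a2 (0.022) and Atp2b3 (−0.010). Without 1 mouse, it ranged from −0.56 to 0.26 for Ryr2, −0.054 to 0.078 for Atp2a2, −0.044 to 0.15 for Atp2b1, −0.37 to 0.33 for Atp2b3, −0.30 to 0.20 for Mcur1, −0.24 to 0.16 for Micu2, −0.11 to 2.22 for Slc8b1, −0.087 to 0.053 for Slc25a12, −0.073 to 0.025 for Mdh2 and −0.053 to 0.041 for Ddc. The cause was not tested.

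In all, 1649 values under alternatives were counted as the same, 88 reversed, 9 moved, 5 became stronger and 0 became weaker. A tested value was counted as the same when it kept its direction and its side of the threshold, a number of genes when it stayed within 1.5 times, and a value without a test when it moved by less than 1 SD between mice. Genes removed by the filter of at least 10 counts in every mouse have no value under it.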

Differences from the paper's values

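The paper gives 9 MCU-KO mice for the RNA-seq comparison, and 8 were analyzed. None of the median normalized counts read by eye from fig. S8 differed from the medians computed here by more than the spread between mice. For example, the median of Mcu was about 400 in wild type and about 250 in MCU-KO in fig. S8, read by eye, and 401 and 246 here.

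The paper states that its RNA-seq comparison revealed no changes in genes of metabolism. Here Eno1 of the glycolysis list was lower in MCU-KO by a log2 fold change of −0.88 (adjusted p = 2.1e-05 from edgeR), and it also passed with DESeq2, the method the paper names. Eno1 shares sequence with Eno1b and lies within 10 Mb of Gnb1, another gene that passed, so a strain difference is not excluded. Idh3b of the TCA cycle list passed with DESeq2 (adjusted p = 0.0112) and did not pass with edgeR (adjusted p = 0.316). On simulated counts with genes changed 1.5-fold, 21 of the 46 genes that DESeq2 called were unchanged. The genes of the paper's heat maps are not listed in its text, so whether they include these genes is not known.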

Other observations

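The tests of the sum of Eno1 and Eno1b and of shared sequence were chosen after the result was seen, and those of the Mcu counts before it.

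Eno1 was lower and Eno1b higher in MCU-KO, and 76.4% of the stretches of 50 bases in Eno1b also occur in Eno1. The summed normalized counts of both genes were 17203 ± 1896 (SD, n = 8) in wild type and 10514 ± 1777 (SD, n = 8) in MCU-KO, a log2 difference of −0.72 (exact permutation test, two-sided, p = 1.6e-04, the smallest that 8 mice against 8 allow). Eno1 fell by 7815 normalized counts and Eno1b rose by 1126, so a division of reads between these 2 genes does not account for the whole difference. Reads that match several genes may have been discarded in the authors' counting, and this was not testable in the deposited counts.

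The Mcu counts of MCU-KO mice overlapped those of wild-type mice. When each mouse was placed by the genes found without it, 16 of 16 mice fell with their own genotype, so exchanged labels are unlikely. Across the 8 MCU-KO mice, Mcu did not rise with the glial marker score (Pearson's r −0.253, permutation p = 0.542, Spearman's rho −0.476, permutation p = 0.243) or with the GABAergic neuron marker score (Pearson's r −0.334, permutation p = 0.445, Spearman's rho −0.405, permutation p = 0.327). The p of Pearson's r was 0.542 for both after Benjamini-Hochberg adjustment over the 2 relations. Without the 2 mice farthest from the median, r was −0.110 and −0.167. Counts per exon were not analysed here, so the overlap does not show how complete the deletion was.

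Scores of marker genes did not differ between genotypes for astrocytes (0.41, p = 0.151), oligodendrocytes (0.20, p = 0.302), microglia (0.56, p = 0.247) or dopaminergic neurons (−0.04, p = 0.619), as differences of mean log2 CPM with exact permutation tests.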
